# Mitochondrial DNA haplotypes induce differential patterns of DNA methylation that result in differential chromosomal gene expression patterns

**DOI:** 10.1038/cddiscovery.2017.62

**Published:** 2017-09-11

**Authors:** William T Lee, Xin Sun, Te-Sha Tsai, Jacqueline L Johnson, Jodee A Gould, Daniel J Garama, Daniel J Gough, Matthew McKenzie, Ian A Trounce, Justin C St. John

## Abstract

Mitochondrial DNA copy number is strictly regulated during development as naive cells differentiate into mature cells to ensure that specific cell types have sufficient copies of mitochondrial DNA to perform their specialised functions. Mitochondrial DNA haplotypes are defined as specific regions of mitochondrial DNA that cluster with other mitochondrial sequences to show the phylogenetic origins of maternal lineages. Mitochondrial DNA haplotypes are associated with a range of phenotypes and disease. To understand how mitochondrial DNA haplotypes induce these characteristics, we used four embryonic stem cell lines that have the same set of chromosomes but possess different mitochondrial DNA haplotypes. We show that mitochondrial DNA haplotypes influence changes in chromosomal gene expression and affinity for nuclear-encoded mitochondrial DNA replication factors to modulate mitochondrial DNA copy number, two events that act synchronously during differentiation. Global DNA methylation analysis showed that each haplotype induces distinct DNA methylation patterns, which, when modulated by DNA demethylation agents, resulted in skewed gene expression patterns that highlight the effectiveness of the new DNA methylation patterns established by each haplotype. The haplotypes differentially regulate *α*-ketoglutarate, a metabolite from the TCA cycle that modulates the TET family of proteins, which catalyse the transition from 5-methylcytosine, indicative of DNA methylation, to 5-hydroxymethylcytosine, indicative of DNA demethylation. Our outcomes show that mitochondrial DNA haplotypes differentially modulate chromosomal gene expression patterns of naive and differentiating cells by establishing mitochondrial DNA haplotype-specific DNA methylation patterns.

## Introduction

The murine mitochondrial genome (mtDNA) is a double-stranded, ~16.3 kb, circular genome.^1^ It encodes 13 proteins of the electron transfer chain, which generates the vast majority of cellular energy through oxidative phosphorylation (OXPHOS). Whilst the majority of the subunits of the electron transfer chain are encoded by the nuclear genome, each of the complexes, except for complex II, has one or more of its proteins encoded by mtDNA.^2^ mtDNA also encodes two rRNAs and 22 tRNAs and has one major non-coding region, the D-loop. The D-loop possesses two hypervariable regions that identify maternal relatives,^3^ and is the site of interaction for the nuclear-encoded transcription and replication factors.^4^

mtDNA copy number is strictly regulated during development and differentiation.^5^ The primordial germ cells possess ~200 copies of mtDNA,^6^ which exponentially increase during oogenesis until the mature, fertilisable oocyte has >150 000 copies.^7,8^ Following fertilisation, there is active reduction of mtDNA copy number until the blastocyst stage, the final stage of preimplantation development.^6,8^ Whilst the blastocyst’s outer ring of cells, the trophectodermal cells, replicate mtDNA as they differentiate into the trophectoderm,^8^ the inner cell mass cells, which form the embryo proper and are the source of embryonic stem (ES) cells, further reduce mtDNA copy number to establish the mtDNA set point.^8,9^

The mtDNA set point ensures that all naive (undifferentiated, pluripotent) cells maintain low mtDNA copy number, and, thus, use glycolysis to generate ATP.^10^ This promotes cellular proliferation to enable the embryo to generate a critical mass of cells for post-gastrulation development. Once differentiation is initiated, cells replicate their mtDNA in a cell-specific manner,^11^ which is mediated by the cell-specific DNA methylation of a CpG island in exon 2 of the catalytic subunit of the mtDNA-specific replication factor, DNA polymerase gamma (*PolgA*).^12^ Therefore, cells with a high requirement for ATP through OXPHOS, such as heart, muscle and neuronal cells, acquire high numbers of mtDNA copy, whilst cells with a lower requirement for ATP possess fewer copies of mtDNA and use glycolysis.^13^

mtDNA copy number is important to cellular fate. Altering mtDNA copy number in tumour cells can modulate chromosomal gene expression patterns, and promote differentiation.^11,14^ Likewise, mtDNA haplotypes can influence chromosomal gene expression patterns in ES cells^15^ and tumours.^14^ mtDNA haplotypes are defined by specific regions of mtDNA that identify the phylogenetic origins of maternal lineages.^16^ In a range of species, mtDNA haplotypes are associated with adaptation to warm and cold environments,^17^ predisposition to diseases of aging such as cancer,^18^ diabetes,^19^ Alzheimer’s^20^ and Parkinson’s,^21^ and fertility.^22,23^

We have investigated whether chromosomal gene expression patterns can be altered in a haplotype-specific manner due to modulation of global DNA methylation patterns. We assessed global patterns of hypo- and hypermethylation in four ES cell lines each possessing the same chromosomal genotype but different mtDNA genotypes, namely mtDNA divergent ES cell lines. We assessed their mtDNA replicative efficiency during differentiation and, using DNA demethylation agents, determined whether their DNA methylation patterns could be altered to modulate chromosomal gene expression patterns.

## Results

### Next-generation sequencing of mitochondrial genomes

We sequenced the mitochondrial genomes of four mtDNA divergent mouse ES cell lines (CC9^mus^, CC9^spretus^, CC9^dunni^ and CC9^pahari^) generated from the fusion of enucleated cytoplasts of *Mus musculus*, *Mus spretus*, *Mus dunni* and *Mus pahari* cells to mitochondrial depleted *M. musculus* (CC9.3.1) ES cells; and the parental CC9.3.1 ES cell line to determine their genetic diversity. Figure 1a shows the phylogenetic representation of the four lines relative to the parental line. As the CC9^mus^ line possessed the same mtDNA genotype as the parental line, it was used to exclude bias resulting from generation of the cells. The degree of divergence between the CC9^mus^ and the CC9^spretus^ lines is 1.82 Mya, CC9^dunni^ is 3.88 Mya and CC9^pahari^ is 6.44 Mya (Figure 1b). Supplementary Table S1 shows the single-nucleotide polymorphisms amongst the haplotypes and Supplementary Table S2 the respective changes in amino-acid codons.

### Gene expression analysis

To determine whether mitochondrial haplotypes influence the differentiation potential of the four mtDNA divergent ES cell lines, each line was induced to undergo neural differentiation. We analysed cells by real-time PCR for expression of master regulators and endpoint markers of differentiation at 3, 12 and 21 days of differentiation. The nine genes included *Musashi1*, a neural precursor marker; *Nestin*, a primitive neuroepithelial marker; *Ncam1*, an immature neuronal committed progenitor marker; *Sox1*, a neuroectodermal marker; *Pax6*, an advanced neuronal precursor cell marker; *Tubb3*, indicative of newly differentiated neurons; *Map2a*, indicative of mature neurons; *Gfap*, indicative of mature astrocytes; and *Syp*, indicative of mature neurons with synaptic vesicles.

Apart from Musashi1, on day 3, the lines showed discordant patterns of expression of the master regulators of neural differentiation (Figure 2a). Whilst there was the anticipated upregulation of *Pax6* with CC9^spretus^ and CC9^pahari^ cells being significantly different, *Ncam1* and *Tubb3* were significantly higher in each of the lines apart from CC9^mus^ cells. Both *Nestin* and *Sox1* also showed upregulation in CC9^pahari^ cells. For the endpoint markers, there was precocious expression of *Syp* in CC9^spretus^ cells and less so in CC9^dunni^ and CC9^pahari^ cells with a similar pattern for *Gfap* in CC9^spretus^ and CC9^pahari^ cells whilst only CC9^spretus^ was upregulated for *Map2a*. On day 12, CC9^pahari^ cells had very high levels of expression for each of the genes, including precocious expression of the endpoint markers *Map2a*, *Gfap* and *Syp* (Figure 2b). On day 21, CC9^mus^ and CC9^spretus^ cells regulated expression at similar levels but there were significant increases in CC9^dunni^ and CC9^pahari^ cells for *Sox1*, and nonsignificant increases for *Map2a*, *Nestin*, *Ncam1*, *Gfap* (CC9^pahari^ only), *Tubb3* (CC9^dunni^ only) and *Sox1. *Consequently, there were discordant patterns of neural gene expression during differentiation and at endpoint based on a cell’s mtDNA haplotype, which were exaggerated as divergence increased (Figure 2c).

### mtDNA replicative efficiency

As the divergent ES cell lines showed discordant patterns of expression during neural differentiation, we determined their capacity to regulate mtDNA copy number. We assessed mtDNA copy number per cell for each line and expressed this value as a function of the ratio of 5-methylcytosine (5mC—DNA methylation) to 5-hydroxymethylcytosine (5hmC—DNA demethylation) within exon 2 of *PolgA*, that is, their mtDNA replicative efficiencies. Undifferentiated CC9^mus^ cells exhibited low mtDNA replicative efficiency (Figure 3a), as expected for undifferentiated murine ES cells.^9,12^ However, efficiencies were significantly higher for the other lines. On day 3 of differentiation (Figure 3b), there was a slight increase in mtDNA replicative efficiency for CC9^mus^ cells, indicative of increased mtDNA copy number and the onset of differentiation,^9^ whilst CC9^spretus^ cells returned to very low levels. However, CC9^dunni^ and CC9^pahari^ cells maintained significantly high efficiencies.

On day 12 (Figure 3c), CC9^mus^ cells further increased their replicative efficiency in synchrony with a more differentiated state. However, CC9^spretus^ and CC9^dunni^ cells had significantly lower and CC9^pahari^ cells significantly higher efficiencies. On day 21 (Figure 3d), CC9^mus^ cells increased their mtDNA replicative efficiency, whilst the other lines had significantly lower efficiencies. Consequently, only CC9^mus^ cells exhibited the potential to replicate mtDNA copy synchronously during differentiation.

### Levels of enrichment for POLGA, ESRRB and TFAM

To determine the degree of POLGA affinity for each of the mtDNA haplotypes, using a chromatin immunoprecipitation (ChIP) assay, we assessed its levels of enrichment at its primary binding site in the origin of replication of the heavy strand (O_H_) in the D-loop where mtDNA replication is initiated. In undifferentiated cells, the levels of POLGA enrichment were greater in the CC9^mus^ cells (Figure 4a). There was a similar outcome for the enrichment of EsRRB (Figure 4b), a key regulator of pluripotency that binds just upstream of the DNA methylated CpG island in exon 2 of *PolgA.* This suggests that the interaction of a key regulator of pluripotency and the mtDNA-specific replication factor are more tightly regulated in undifferentiated CC9^mus^ ES cells, and more efficient at maintaining the mtDNA set point and restricting precocious differentiation than for the other haplotypes. When we assessed the levels of DNA methylation in the CpG island at exon 2 of *PolgA* by pyrosequencing, undifferentiated CC9^mus^ cells exhibited higher levels of DNA methylation at each of the 11 sites compared with the other divergent lines (Figure 4c). Again, using a ChIP assay, there was discordant binding affinity for TFAM, the mitochondrial transcription factor that initiates mtDNA replication (Figure 4d). Likewise, there was discordant binding affinity in the coding genes, namely the *ATPase6* (Supplementary Figure S1A), cytochrome B (Supplementary Figure S1B), *Cox1* (Supplementary Figure S1C) and *Nd1* (Supplementary Figure S1D) genes, where TFAM likely acts as a packaging protein.^24^

### DNA methylation induced by the divergent mtDNA haplotypes in the CC9 chromosomal genome

As there were different patterns of neural gene expression and discordant patterns of binding affinity for POLGA and TFAM for each mtDNA haplotype, we assessed DNA methylation patterns amongst the ES cell lines using the 2×105K CpG microarray. 

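The array experiment compared 4 ES cell lines that share one set of chromosomes and differ in their mtDNA, with 3 replicate arrays for each of CC9 mus, CC9 spretus, CC9 dunni and CC9 pahari and 12 arrays in all. The paper's divergence times from *M. musculus* are 1.82 Mya for the mtDNA of CC9 spretus, 3.88 Mya for CC9 dunni and 6.44 Mya for CC9 pahari. According to the sample labels, the cells were held for 48 h without feeder cells before the experiment. Methylated DNA was collected by methylated DNA immunoprecipitation (MeDIP), in which an antibody to 5mC enriches methylated fragments, and is called the IP fraction here. The IP fraction was labelled with Cy5 and the input DNA with Cy3 on every array, without exchange of the dyes. For each array the paper gives 400 ng of input DNA and 150 ng of IP DNA, while the sample labels give 120 to 250 ng of IP DNA. Each array held 88737 probes of 45 to 60 bp and 5950 control spots. The authors processed the scans with Agilent Feature Extraction, which subtracted the background and applied a linear dye normalisation, and the deposited signals are intensities from that step. The ratio that the authors deposited is the log10 of IP over input. From the processed intensities, the log2 ratio of IP over input was computed here for each probe, spots that the software had marked as outliers were left out, and each array was centred on its median. Probe positions were those of mouse genome build mm9 and were given for 88321 probes. The files do not pair probes with genes, so neighbouring probes no more than 1000 bp apart were joined into 14580 loci with a median of 5 probes each.
The IP signal was well above background for 98.6% of the probes on CC9 mus replicate 1, 75.2% on replicate 2 and 88.3% on replicate 3, and for 80.0% to 95.9% on the 9 arrays of the divergent lines. For the input signal the range over the 12 arrays was 92.4% to 99.8%. The number of arrays limits the precision of every value. The SD of the log2 ratios was 0.53 on CC9 mus replicate 1, 1.85 on replicate 2 and 2.01 on replicate 3, and lay between 1.09 and 1.38 on the other 9 arrays. The mean of these SDs was 1.47 ± 0.81 (SD, n = 3) for CC9 mus and 1.20 ± 0.11 (SD, n = 9) for the other lines, a difference within the spread of the replicates (exact permutation test over 220 choices of 3 arrays, two-sided, p = 0.314). Probes with a log2 ratio above 2 numbered 655, 12763 and 18790 on the CC9 mus arrays and 3562 to 7343 on the others (exact permutation test, p = 0.05, Benjamini-Hochberg adjusted p = 0.0848 over 4 measures of spread). Probes below −2 numbered 6, 13087 and 7521 on the CC9 mus arrays and 64 to 6508 on the others (exact permutation test, p = 0.0591, adjusted p = 0.0848). The median absolute deviation was higher by 0.36 in CC9 mus (exact permutation test, p = 0.0636, adjusted p = 0.0848). With normexp background correction this difference was 0.38 (exact permutation test, p = 0.0273, adjusted p = 0.0727). The arrays lay on 8 slides and were scanned on 5 days that fell into an earlier and a later period. Replicates 1 and 2 of the 3 divergent lines were scanned in the earlier period and their replicate 3 in the later period. All 3 CC9 mus arrays were scanned in the later period, on a day with no array of another line.

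**Figure D1:**
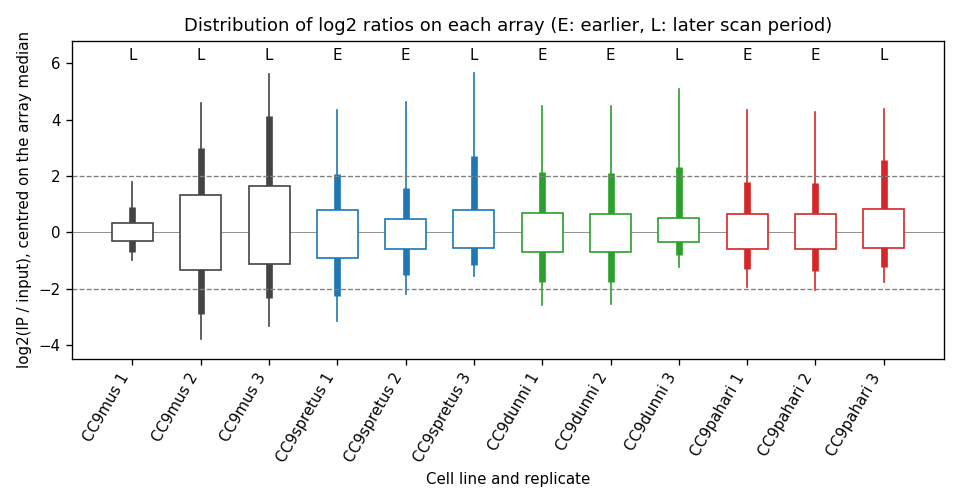
Distribution of the log2 ratios of IP over input, centred on the median, on each of the 12 arrays (y axis, log2; x axis, line and replicate). Boxes span the middle 50% of probes, thick lines the range from the 5th to the 95th percentile and thin lines that from the 1st to the 99th, dashed lines mark 2 and −2, and E and L mark the earlier and later scan period; CC9 mus replicate 1 is the narrowest array and CC9 mus replicates 2 and 3 the widest by SD.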

We identified 8351 probes, which were assigned to 4243 loci of which 3552 were known genes. 

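A probe was taken as hypermethylated in a line if the mean log2 ratio of IP over input over the line's 3 arrays was above 2, and as hypomethylated if it was below −2, a ratio of 4 in either direction. A locus was taken as called if at least 1 of its probes was. By this rule, 13520 of the 88737 probes were called in at least 1 of the 4 lines, of which 9556 were hypermethylated and 3966 hypomethylated in at least 1 line. The called probes lay in 6340 loci, 3686 with a hypermethylated and 2918 with a hypomethylated probe. The rule is a fixed threshold on a mean and involves no test against the spread between replicates. Adding a *Z*-score beyond 5 in the same direction lowered the count of probes to 1323, the lowest of the settings run. The count also rested on single arrays of CC9 mus, since it was 26373 without CC9 mus replicate 1, 11053 without replicate 2 and 9857 without replicate 3. With every array scaled to the same median absolute deviation, 8585 probes in 4070 loci were called. Without CC9 mus replicate 1 the called loci numbered 10325.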

The CC9^mus^ ES cells were the most distinctive with 513 hypermethylated (Figure 5a) and 590 hypomethylated (Figure 5b) genes specific to this line. 

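In CC9 mus, 1725 loci were hypermethylated and 1719 loci hypomethylated without being called in the same direction in any of the other 3 lines. Scaling the arrays to the same median absolute deviation, called equal spread here, reduced these to 139 hypermethylated and 58 hypomethylated loci, fewer than the 508 and 533 loci specific to CC9 dunni under the same scaling. This scaling matches the middle of the distributions and not the tails. The SD after it ran from 0.92 on CC9 mus replicate 2 to 1.82 on CC9 dunni replicate 3, where the probes above 2 numbered 10521, against 5424 before. When all 3 arrays of a line had to pass the threshold, 20 hypermethylated and 0 hypomethylated loci were specific to CC9 mus. Without CC9 mus replicate 1 the specific loci numbered 3956 and 4369, without replicate 2 they numbered 1249 and 495, and without replicate 3 they numbered 834 and 1275.
To set the difference against the spread between replicates, all 12 arrays were fitted in limma with 4 line means, and CC9 mus was compared with the mean of the other 3 lines. At a Benjamini-Hochberg adjusted p under 0.05, 4056 of the 88737 probes differed, 2453 higher and 1603 lower in CC9 mus, and 25662 probes had an unadjusted p under 0.05. The adjusted p of the 4056 probes lay between 0.0405 and 0.0500. The number of probes was 35853 without CC9 mus replicate 1, 4 without replicate 2 and 124 without replicate 3. Leaving out any 1 of the 9 other arrays gave 0 probes in limma, with 21506 to 24648 at an unadjusted p under 0.05, except for CC9 pahari replicate 3, without which 1 probe remained. With the scan period as a block, the limma fit called 0 probes and 19033 had an unadjusted p under 0.05, while the same block on arrays of equal spread gave 19028 probes in limma. Between the 3 CC9 mus arrays and the 3 other arrays of the later scan period, limma called 0 probes and 7688 had an unadjusted p under 0.05.
Probes that passed the adjusted p and had all 3 CC9 mus arrays beyond all 9 others numbered 1828 higher in 1077 loci and 1090 lower in 941 loci. The largest rise among them was at probe A_68_P28733168 on chromosome 12 from 110766379 to 110766427 (mm9), where the log2 ratio was 6.32 ± 2.12 (SD, n = 3) in CC9 mus and 1.23 ± 1.39 (SD, n = 9) in the other lines. The difference was 5.09 (standard error 0.69, adjusted p = 0.0405 from limma). The next was at probe A_68_P29773660 on chromosome 14 from 84847505 to 84847563, with 2.47 ± 1.61 (SD, n = 3) in CC9 mus and −1.75 ± 0.86 (SD, n = 9) in the other lines, a difference of 4.23 (standard error 0.65, adjusted p = 0.0405 from limma). Its IP signal was well above background on 3 of the 9 other arrays only, and with normexp background correction the difference was 1.42, so its size depends on how dim signals are treated. The largest fall was at probe A_68_P25656261 on chromosome 8 from 11561742 to 11561794, with 1.39 ± 1.20 (SD, n = 3) in CC9 mus and 4.62 ± 0.54 (SD, n = 9) in the other lines, a difference of −3.24 (standard error 0.48, adjusted p = 0.0405 from limma). Probe A_68_P20350461 on chromosome 1 from 74829526 to 74829570 followed with 1.51 ± 1.67 (SD, n = 3) against 4.66 ± 0.81 (SD, n = 9), a difference of −3.14 (standard error 0.63, adjusted p = 0.0405 from limma). With the scan period as a block, limma gave adjusted p from 0.155 to 0.171 at these 4 probes. With normexp the differences at the other 3 probes were 3.48, −2.94 and −2.82, and the adjusted p from limma was 0.0582 at A_68_P28733168, 0.0979 at A_68_P29773660, 0.0932 at A_68_P20350461 and 0.0366 at A_68_P25656261. On arrays of equal spread it lay between 0.0057 and 0.0219 at the 4 probes in limma.
Independent of a threshold, the mean distance per probe from the CC9 mus arrays to the 9 others was 1.28, and that among arrays of different lines within those 9 was 0.71. The difference of 0.56 was the largest of all 220 choices of 3 arrays (exact permutation test, one-sided, p = 0.0045, the smallest p it allows, and 0.0182 after Benjamini-Hochberg adjustment over the 4 lines). On arrays of equal spread it was 0.20 (exact permutation test, adjusted p = 0.0909). The CC9 mus arrays also lay far from one another, at 1.47 between replicates 1 and 2, 1.73 between 1 and 3 and 1.25 between 2 and 3. Replicate 1 was nearer to each of the 9 other arrays, at 0.86 to 1.10, than to the other 2 CC9 mus arrays. On arrays of equal spread it was nearer to its own line, at 0.71 and 0.88 against 0.91 to 1.47. The same measure was −0.18 for CC9 spretus, −0.17 for CC9 dunni and −0.21 for CC9 pahari (exact permutation tests, adjusted p = 0.991 for each). From the numbers of hypermethylated and hypomethylated genes specific to each line, the paper states that the CC9 mus ES cells were the most distinctive.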

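Loci specific to 1 line were fewer in the divergent lines than in CC9 mus. In CC9 spretus, 20 hypermethylated and 357 hypomethylated loci were called in no other line in the same direction, in CC9 dunni 79 and 198, and in CC9 pahari 109 and 33. Single arrays moved these counts. Without replicate 3, the array of each of these lines from the later scan period, the hypomethylated loci numbered 1283 in CC9 spretus, 1095 in CC9 dunni and 201 in CC9 pahari. Without replicate 1 of CC9 spretus they numbered 99 in that line, and without replicate 2 of CC9 dunni 77. The specific hypermethylated loci ranged from 9 (without CC9 mus replicate 1) to 118 (without CC9 spretus replicate 2) in CC9 spretus. In CC9 dunni the range was 30 to 154 (without CC9 mus replicates 1 and 3, respectively), and in CC9 pahari 40 (without CC9 mus replicate 1) to 275 (without CC9 pahari replicate 2). In limma, each line was compared with the mean of the other 3. The CC9 spretus line differed at 1 probe after Benjamini-Hochberg adjustment and at 1752 with an unadjusted p under 0.05, CC9 dunni at 0 and 4308, and CC9 pahari at 0 and 2863 in the same limma fit. All 4 lines shared the estimate of the spread in this fit, including CC9 mus, whose arrays differed most in spread. Without CC9 mus replicate 1, limma called 0, 0 and 2 probes for these 3 lines, with 7887, 17283 and 13643 at an unadjusted p under 0.05. The low counts thus do not show that these lines are alike. Against CC9 mus alone, limma called 0 probes in each of the 3 lines, while 15143 probes in CC9 spretus, 20788 in CC9 dunni and 18400 in CC9 pahari had an unadjusted p under 0.05. On arrays of equal spread these comparisons gave 158, 8128 and 3509 probes. Without CC9 mus replicate 1 limma called 23939, 30168 and 28090 probes in them, and without any other array at most 54. With the replicate number as a block they gave 0, 1046 and 0 probes, and with the slide or the scan period as a block 0 each. The 1 probe of CC9 spretus lies on chromosome 7 from 150482316 to 150482360 (mm9). Its log2 ratio of IP over input was 3.74 ± 1.09 (SD, n = 3) in CC9 spretus and −0.37 ± 0.48 (SD, n = 9) in the other lines, a difference of 4.11 (standard error 0.43, adjusted p = 0.0484 from limma). All 3 CC9 spretus arrays lay above the 9 others. With any 1 of the 12 arrays left out, the difference stayed between 3.50 and 4.54 and the adjusted p from limma was above 0.05, and it was 0.275 on arrays of equal spread. With normexp background correction the difference was 3.95 and the adjusted p from limma 0.0177.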

The CC9^spretus^ cells had 11 hypermethylated (Figure 5a) and 92 hypomethylated (Figure 5b) genes, the CC9^dunni^ line 24 hypermethylated (Figure 5a) and 79 hypomethylated (Figure 5b) genes, and the CC9^pahari^ line 14 hypermethylated (Figure 5a) and 7 hypomethylated (Figure 5b) genes.

Following assignment to DAVID for functional annotation clustering,^25^ 5 of the 513 hypermethylated CC9^mus^ genes (Supplementary Table S3) were associated with the mitochondrion, 122 with transcriptional regulation and 40 with neuronal differentiation and development. Of the hypomethylated CC9^mus^ genes, 53 genes were associated with the mitochondrion (Supplementary Table S4), 91 with transcriptional regulation and 12 with neuronal differentiation. These DNA methylation patterns are likely to influence mitochondrial respiration, cellular function and differentiation. The 11 hypermethylated CC9^spretus^ genes mostly affected zinc finger proteins, which regulate DNA- and protein-binding functions whilst the 92 hypomethylated genes affected nuclear function and DNA binding. Most of the hypermethylated CC9^dunni^ genes affected the regulation of transcription and RNA metabolic processing. Amongst the 79 hypomethylated CC9^dunni^ genes, 19 were associated with microtubules and cytoskeleton, 8 with cell cycle and 7 with RNA processing.

### Modulation of the regulators of DNA methylation in divergent ES cell lines

To determine whether the extensive hypermethylation patterns observed in the divergent ES cells could be modulated by DNA demethylation agents, we cultured CC9^mus^, CC9^dunni^ and CC9^pahari^ ES cells in the presence of 5-Azacytidine (5-Aza) and vitamin C (VitC) for 48 and 72 h, respectively. 5-Aza modulates DNA methyltransferase 1 (DNMT1) and, therefore, inhibits DNA methylation during cell division,^26^ whilst VitC acts on TET1 to promote the conversion of 5mC to 5hmC to demethylate DNA.^27^ The addition of VitC greatly increased the expression of TET1 in each of the lines (range=~20- to >60-fold) whilst 5-Aza marginally affected TET1 activity (Figures 6a and b). Addition of 5-Aza upregulated DNMT1 expression slightly in the three lines though there were also increases with VitC (Figures 6a and c). This is likely to be a response to the inhibition of DNMT1 from interacting within promoter regions by 5-Aza and VitC being unable to inhibit DNMT1 activity. *α*-Ketoglutarate (*α*-KG) is a product of the tricarboxylic acid (TCA) cycle and is a cofactor in the conversion of 5mC to 5hmC to demethylate DNA.^28^ VitC increased levels of *α*-KG (Figure 6d) whilst 5-Aza reduced levels in CC9^dunni^ and CC9^pahari^ cells (Figure 6e). We also examined mitochondrial malate dehydrogenase 2 (MDH2) activity, as MDH2 occurs before *α*-KG in the TCA cycle, and observed a corresponding fold change decrease in CC9^dunni^ and CC9^pahari^ cells with VitC treatment (Figure 6f) but there was no change for 5-Aza (Figure 6g). These results suggest that mtDNA haplotypes modulate the TCA cycle to regulate global DNA methylation patterns.

### Modulation of chromosomal gene expression by addition of VitC and 5-Aza to divergent ES cells

To determine whether the changes to the modulators of DNA methylation induced by 5-Aza and VitC affected chromosomal gene expression patterns, we induced cells cultured with 5-Aza and VitC to undergo neural differentiation. Using a Fluidigm array, we analysed undifferentiated, and days 3 and 21 differentiated cells for neural-specific markers associated with neurogenesis, neuronal differentiation, endpoint neural differentiation, neuronal ion channels and neuronal signal transduction that had exhibited either hypermethylation or hypomethylation. We also analysed regulators of DNA methylation, and mtDNA transcription and replication (Supplementary Tables S5; Figure 7).

For the regulators of DNA methylation following VitC treatment, there were overall decreases in gene expression on day 0 except for the CC9^dunni^ population, increases on day 3 and decreases on day 21 (Supplementary Table S5; Figure 7). Similar patterns were observed for 5-Aza (Supplementary Table S6), although day 21 CC9^mus^ cells did not survive. These outcomes reflect the translation of the transcripts into protein (cf Figure 6; Supplementary Tables S5 and S6). For the mtDNA transcription and replication factors, each of the lines behaved differently with no clear patterns. For the markers of neurogenesis, overall, VitC induced decreases in expression levels in undifferentiated cells and increases on day 3 whilst, on day 21, levels were downregulated in CC9^mus^ and CC9^pahari^ cells but were equally up- and downregulated in CC9^dunni^ cells. 5-Aza treatment only induced an overall change (downregulation) in CC9^mus^ and CC9^pahari^ cells for the neurogenesis markers on day 0, whilst, on day 3, all three lines upregulated expression. On day 21, there was overall downregulation. Consequently, there appears to be effective regulation of the neurogenesis markers with anticipated upregulation on day 3 and downregulation on day 21. For neuronal differentiation, both treatments induced upregulation of gene expression on day 3 but variable outcomes for day 21 with CC9^mus^ and CC9^pahari^ cells downregulating expression after VitC with similar outcomes for CC9^pahari^ and CC9^dunni^ cells after 5-Aza treatment, which is anticipated for genes associated with differentiation. However, neither treatment induced overall increased levels of expression for genes of endpoint markers, neuronal ion channels or neuronal signal transduction. Consequently, resetting DNA methylation patterns in undifferentiated mtDNA divergent ES cells did not enhance differentiation potential.

## Discussion

Whilst mtDNA haplotypes are associated with predisposition to disease,^18,19,20,21^ adaptation to environments^16,17^ and fertility,^23,29^ it has not been apparent how these outcomes are induced. Previously, we had shown that mtDNA haplotypes can modulate neural gene expression patterns in ES cells and their propensity to form beating cardiomyocytes.^15^ Here, we show a mechanistic approach where mtDNA haplotypes modulate key regulators of DNA methylation, DNMT1 and TET1. We further show the release of *α*-KG from the TCA cycle, which is a cofactor in the conversion of 5mC to 5hmC by TET1.^28^ Nuclear–mitochondrial compatibility is important for establishing functional electron transfer chains.^30^ However, alternate metabolic pathways, such as the TCA cycle, appear to be more affected when challenged by VitC-induced DNA demethylation. To this extent, whilst each of the lines produced greater levels of *α*-KG and TET1, the more divergent combination of CC9^pahari^ cells produced twofold more *α*-KG.

The mtDNA set point is important for establishing and maintaining pluripotency in undifferentiated cells and for regulating mtDNA copy number during differentiation.^9,12,14,31^ The interactions between the nucleus and the mitochondrial genome likely modulate the mtDNA set point to accommodate the requirements of both genetic compartments of the cell,^14^ which suggests that the potential to differentiate into certain lineages is regulated by this interaction. Indeed, CC9^mus^ cells were the most efficient at regulating pluripotency through the increased affinity of ESRRB for *PolgA* in undifferentiated cells and synchronising increases in mtDNA copy number with stage-specific changes in gene expression during differentiation. Nevertheless, the use of DNA demethylation agents prevented the cells from completing differentiation, suggesting that having already established the set point had enabled the two genomes to establish their mechanisms of interaction.

During postimplantation development when cells retain their undifferentiated status, mtDNA replication is restricted to replenishing copy number, as is the case in ES cells.^9^ However, mtDNA replication is tested between E7.5 and E10.5 when *PolgA*^32^ and *Tfam*^33^ homozygous knockout mice die *in* *utero*, which is equivalent to the key mtDNA turnover events identified in ES cells.^9^ Not only is this likely to be important for testing whether the mtDNA set point has been adequately established, but it enables the mitochondrial and chromosomal genomes to determine how they will collectively function. This involves the chromosomal genome-regulating levels of mtDNA copy number to maintain the mtDNA set point to mediate pluripotency and to respond to cues to differentiate, as shown by the differing affinities for the enrichment of *M. musculus*-encoded TFAM, POLGA and ESRRB. In turn, the mitochondrial genome influences the chromosomal genome by regulating OXPHOS activity through the degree of compatibility of the proteins that is encodes for the electron transfer chain. If cells build less functional electron transfer chains, negative feedback could result in reduced TCA cycle activity, as indicated by decreased MDH2 activity following VitC, that would result in increased levels of *α*-KG and promote the conversion of 5mC to 5hmC,^28^ as modulated by VitC.^27^ Similarly, mtDNA-depleted cells have been shown to modulate histone acetylation marks through the TCA cycle as they restore mtDNA copy number.^34^ Consequently, the initial stages of development involve a genomic ‘tug-of-war’ that establishes the most advantageous genomic conditions for cells to function effectively, which will affect their ability to complete differentiation as evidenced by the varying degrees of success for the mtDNA divergent ES cells.

In establishing the appropriate interactions between the mitochondrial and nuclear genomes, it is likely that a trade-off takes place to promote phenotype.^35^ Evolutionary trade-offs exist between reproductive capacity and energetic expense in birds,^36^ where females who invest in larger oocytes exhibit larger reproductive organs, a larger body mass and higher resting metabolic rate,^36^ which makes them less fit for other activities. In commercial pigs, mtDNA haplotypes influence litter size and reproductive efficiencies over multiple generations^23^ but those with low fertility are maintained as they offer other benefits such as better meat quality. Likewise, cows that have enhanced growth and carcase traits often have poor fertility.^37,38,39^

Adaptation to an oocyte’s mtDNA background has important implications for assisted reproductive technologies such as somatic cell nuclear transfer (transfer of a donor cell into an enucleated recipient oocyte),^40^ pronuclear transfer (transfer of pronuclei from a fertilised oocyte)^41^ and metaphase II spindle transfer (transfer of the spindle from a mature oocyte).^42^ Somatic cell nuclear transfer can result in perturbed DNA methylation patterns,^43^ initially thought to arise from incomplete reprogramming. However, our work suggests that the divergence between the donor cell, carrying chromosomal DNA, and the recipient oocyte, harbouring mtDNA, may be too great. This has important implications for the use of somatic cell nuclear transfer for the generation of new super breeds of livestock where, for example, chromosomes carrying specific genetic markers for sought-after phenotypic traits, such as enhanced milk or meat quality, could be introduced into oocytes with mitochondrial haplotypes associated with increased fertility.^44^ Similar problems arise when metaphase II spindle transfer or pronuclear transfer are used to prevent the transmission of mutant mtDNA. Appropriate mtDNA matching would ensure that the resultant cells, tissues and organs had compatible mitochondrial and chromosomal genomes, especially as key imprinting events take place very early during development.^45^

In conclusion, using an ES cell model that tests one set of chromosomes against several divergent mtDNA haplotypes, we have shown that mtDNA haplotypes influence chromosomal gene expression by modulating DNA methylation. 

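The profiles of the lines were compared by the distances between the 12 arrays. The mean distance per probe was 0.995 between arrays of different lines and 0.892 between arrays of the same line, a ratio of 1.12 (exact permutation test over all assignments of the arrays to 4 groups of 3, one-sided, p = 0.0393). Leaving out 1 array gave ratios from 1.07 to 1.34, and the p was above 0.05 when any array of CC9 dunni or CC9 pahari or replicate 1 or 2 of CC9 spretus was left out. Among the 9 arrays of the 3 divergent lines, the ratio by line was 1.03 (exact permutation test over 280 assignments, p = 0.282). By scan period the ratio among the same 9 arrays was 1.34 (exact permutation test over 84 choices, p = 0.0119, the smallest p it allows). Within the earlier scan period, where these lines had 2 arrays each, the ratio by line was 1.26 (exact permutation test over 15 assignments, p = 0.0667, the smallest p it allows). Within the later period, the ratio for CC9 mus against the other lines was 1.19 (exact permutation test over 10 splits, p = 0.1, the smallest p it allows). The later scan period held 1 array of each divergent line, so these lines could not be compared with one another in it.
Across probes, which are not independent replicates, the median Pearson's *r* between a pair of arrays of the same divergent line was 0.932 within a scan period and 0.806 between periods. Of the 3 pairs within a period, those of CC9 dunni (*r* = 0.934) and CC9 pahari (*r* = 0.932) each shared a slide and a scan day, and that of CC9 spretus, on 2 slides and 2 days, had an *r* of 0.889. Arrays of CC9 dunni and CC9 pahari scanned on that same day but on different slides had an *r* of 0.882 to 0.890, so line and slide are confounded in these pairs and in the ratio of 1.26. Replicates 3 of CC9 spretus and CC9 dunni shared a slide, and their *r* of 0.912 was the highest between different divergent lines. With CC9 pahari replicate 3, of the same day and another slide, they had 0.895 and 0.826. A high *r* thus also came with a shared slide alone. In CC9 mus, replicates 1 and 2 on the same slide had 0.784, and replicates 2 and 3 on different slides 0.810. For pairs of different divergent lines the median was 0.875 within a period and 0.797 between periods. Among the 3 CC9 mus arrays the median *r* was 0.784, and between CC9 mus and the other lines it was 0.686 within the later period and 0.646 between periods. A limma test of any difference among the 3 divergent lines with the scan period in the model found 183 probes at a Benjamini-Hochberg adjusted p under 0.05, and 13533 at an unadjusted p under 0.05.

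**Figure D2:**
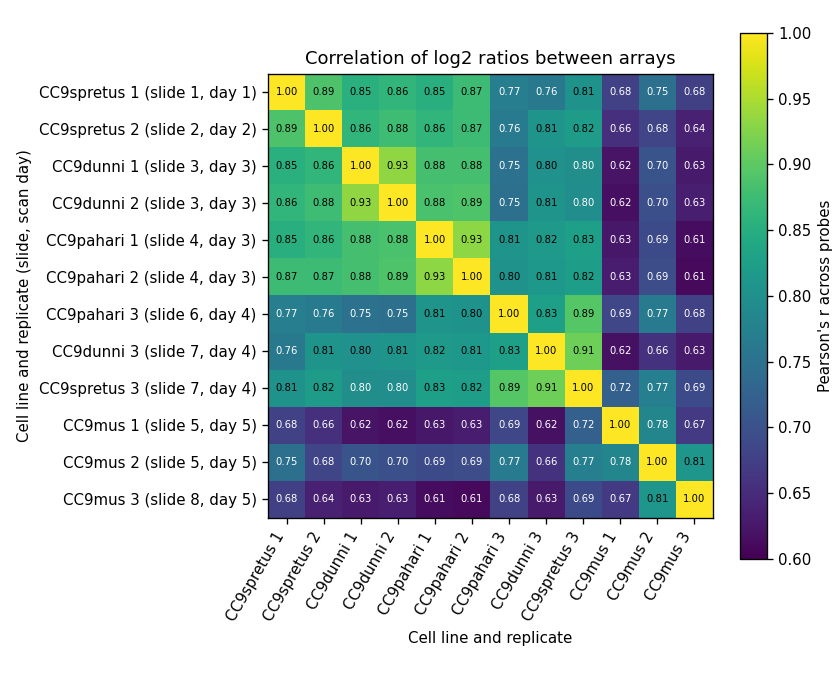
Pearson's *r* of the log2 ratios across probes for each pair of the 12 arrays (colour scale from 0.60 to 1), with the arrays of the divergent lines in the order of their scan days and those of CC9 mus last. The first 6 arrays are those of the earlier scan period, and replicate 3 of each divergent line stands apart from them.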

Each mtDNA divergent ES cell line established its own DNA methylation profile that could be altered by DNA demethylation agents, which resulted in fold changes in levels of *α*-KG and perturbed chromosomal gene expression profiles. Furthermore, each of the lines differentially replicated its mtDNA in a specific manner, which was associated with precocious gene expression profiles in the more divergent haplotypes during differentiation. These outcomes could have serious implications for those using nuclear transfer to prevent the transmission of mtDNA disease and account for the disorders associated with somatic cell nuclear transfer.

## Materials and methods

Additional materials and methods appear in Supplementary Information.

### Mouse ES cell culture and differentiation

*M. musculus* CC9.3.1 ES cells that were previously reconstructed to harbour *M. musculus* mtDNA (CC9^mus^) and mtDNA from more divergent subspecies *M. spretus* (CC9^spretus^), *M. terricolor* (CC9^dunni^) and *M. pahari* (CC9^pahari^) were cultured and differentiated, with minor modifications, as previously described^15^ (Supplementary Information). For DNA demethylation experiments, undifferentiated ES cells cultured in feeder-free conditions were treated with VitC (Sigma-Aldrich, Castle Hill, NSW, Australia) at a final concentration of 100 *μ*g/ml or 5-Aza (Sigma-Aldrich) at a final concentration of 0.5 *μ*M for 72 and 48 h, respectively.

### DNA and RNA extraction and cDNA synthesis

Total DNA and RNA were extracted using the DNeasy Blood and Tissue Kit and RNeasy Mini Kit (both Qiagen, Valencia, CA, USA), respectively, according to the manufacturer’s protocol. DNA samples were treated with RNase solution (Qiagen) and Proteinase K solution (Qiagen) at 65 °C for 10 min while RNA samples were treated with DNase I (Qiagen) for 20 min. cDNA was synthesised from 1 *μ*g of total RNA using oligo(dT) primers and the Superscript III First-Strand synthesis system (Thermo Fisher, Scoresby, VIC, Australia), according to the manufacturer’s instructions.

### Next-generation sequencing of mitochondrial genomes

Next-generation sequencing of complete mitochondrial genomes was performed on amplified long PCR products. Long PCR reactions were prepared, as described in ref. 46 (Supplementary Information) and PCR products purified using the QIAquick PCR Purification Kit (Qiagen), according to the manufacturer’s protocol. Purified amplicon pairs were combined at equal concentrations, and amplicon libraries were generated using the recommended workflow procedures from the Ion Fragment Library Kit and Ion Xpress Template kit using 318 chips and run on an Ion Torrent PGM (all Thermo Fisher).

DNA fragments were mapped to a mouse mtDNA reference genome (accession: AP013031), using the CLC Genomics Workbench v7.5.1 (Qiagen), to assemble each mtDNA sequence. The voting strategy was used for base-pair calling. The accession numbers for the mtDNA sequences are KY018919 (*M. musculus*), KY018920 (*M. dunni*), KY018921 (*M. spretus*) and KY038052 (*M. pahari*).

### Phylogenetic analysis

Model testing was performed using CLC Genomics Workbench, as described in Tsai *et al*.^23^ Using the GTR model,^47,48^ a Maximum Likelihood tree was created with 1000 bootstrap replicates to show the relationship between the different mtDNA haplotypes. Further details are available in the Supplementary Information.

### Evolutionary analyses

Evolutionary analyses were conducted in MEGA6.^49^ The complete mtDNA sequences for each *Mus* species and *Rattus norvegicus* (NC_001662.2) were aligned using ClustalW followed by model testing. The General Time Reversible model^47^ had the lowest Bayesian Information Criterion scores, and was, therefore, selected.^48^ A Maximum Likelihood phylogenetic tree was constructed by applying the Neighbor-Joining method to a matrix of pairwise distances estimated using the Maximum Composite Likelihood approach. A discrete Gamma distribution was used to model evolutionary rate differences amongst sites (five categories (+G, parameter=0.3734)). The tree was drawn to scale, with branch lengths measured by the number of substitutions per site. The tree was supported by 1000 bootstrap replicates. Estimation of divergence time was performed using the RelTime method.^50^ Calibration constraints were based on the *R. norvegicus* and *M. musculus* split of 8–12 Mya.^51^

### Pyrosequencing of exon 2 of *PolgA*

Pyrosequencing assays were designed using the PyroMark Assay Design Software (Version 2.0.1, Qiagen). A unit of 500 ng DNA samples were converted using the Epitect Bisulphite Conversion Kit (Qiagen), as per the manufacturer’s protocol. The region of interest was amplified by PCR using PyroMark PCR Kit (Qiagen) and prepared for pyrosequencing, as described in Supplementary Table S7. Pyrosequencing was performed on a PyroMark 24 Pyrosequencing System (Qiagen), as per the manufacturer’s instructions. Data were analysed on the PyroMark Q24 software to determine the % methylation values for each CpG site in the sample.

### Immunoprecipitation of methylated DNA

Immunoprecipitation of methylated DNA (MeDIP) was performed, as previously described.^14,31^ Briefly, 3 *μ*g of the sonicated DNA was immunoprecipitated with 2 *μ*g of either 5mC (Active Motif, Carlsbad, CA, USA) or 5hmC (Active Motif) at 4 °C overnight, and the immunoprecipitated DNA was purified using the Qiagen PCR Purification Kit (Qiagen). Further details are available in the Supplementary Information.

### Chromatin immunoprecipitation

ChIP was performed as previously described.^15^ Cells were crosslinked then sonicated to fragment chromatin to an average size of 200–800 bp. Chromatin from 1×10^6^ cells was immunoprecipitated with Protein G Dynabeads and an anti-POLGA antibody (G-6, Santa Cruz Biotechnology, Inc., Dallas, TX, USA), or anti-TFAM antibody (Santa Cruz Biotechnology, Inc.), or anti-ESRRB antibody (H6705, R&D Systems, Minneapolis, MN, USA). Crosslinks in immunoprecipitated samples were reversed and pulled-down samples purified using the QIAquick PCR Purification Kit (Qiagen). Further details are available in the Supplementary Information.

### Real-time PCR to assess mtDNA copy number, mRNA expression, ChIP and MeDIP

All real-time PCR (quantitative PCR, qPCR) reactions were performed on a RotorGene 3000 real-time PCR machine (Corbett Research, Mortlake, NSW, Australia). The number of mtDNA copies/cell were quantified against external standards for β-actin and mtDNA, as previously described in Kelly *et al*.^15^ All primers used are listed in Supplementary Table S7. mRNA expression levels were determined by the ΔΔCt method, as described in Kelly *et al*.,^15^ all primers used are listed in Supplementary Table S7. Real-time PCR was performed on MeDIP and ChIP samples using primers amplifying gene regions of interest (Supplementary Table S7) to determine enrichment against input samples, as described in Kelly *et al*.^15^

### CpG array (MeDIP array)

A unit of 400 ng of input and 150 ng 5mC-containing DNA samples purified from MeDIP, as described above, were used for each CpG microarray (Agilent, Mulgrave, VIC, Australia). Input DNA was Cy3-labelled and the methylated DNA fraction Cy5-labelled using the Agilent SureTag DNA labelling kit for 4 h at 37 °C. Samples were column-purified and combined with Cot-1 DNA, Deionised Formamide, CGH blocking agent and HI-RPM hybridisation buffer (Agilent). Samples were hybridised on mouse (105K) CpG island microarrays (015279- Agilent) for 40 h at 67 °C. Arrays were washed according to the Agilent CGH protocol, immediately scanned on an Agilent microarray scanner and processed using Agilent Feature extraction software version 11.0.1.1.

The data were processed using the Agilent CytoGenomics Analytic software (v2.9). Once the data were obtained, data filtering was done on SPSS v24.0 (IBM CORP, St. Leonards, NSW, Australia). To identify the differentially methylated probes and genes, we analysed the data by using a cutoff of fourfold differential methylation ratios (log2 ratio >+2 or <−2) between the samples. We then calculated the mean differential DNA methylation ratios for each of the groups and combined the data with another cutoff obtained from the *Z*-scores for each of the probes identified. 

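Averaging over a group gives each array the same weight, whatever its spread. Of the 8330 probes hypermethylated by the mean of CC9 mus, 643 were above 2 on replicate 1, 7543 on replicate 2 and 8136 on replicate 3, and 611 (7.33%) were above 2 on all 3 arrays. All 3 arrays had a ratio above 0 at 8245 of them, and the median log2 ratio of these probes was 0.86 on replicate 1, 2.91 on replicate 2 and 4.13 on replicate 3. Of the 2882 probes hypomethylated by the mean of CC9 mus, 0 were below −2 on replicate 1, 2854 on replicate 2 and 2540 on replicate 3. In the divergent lines, hypermethylated probes passed the threshold on all 3 arrays in 3427 of 4576 cases (74.9%) in CC9 spretus, 3603 of 4723 (76.3%) in CC9 dunni and 3167 of 4183 (75.7%) in CC9 pahari. Hypomethylated probes did so in 27 of 955 cases in CC9 spretus, 2 of 520 in CC9 dunni and 5 of 110 in CC9 pahari. On replicate 3 alone, 86 of these hypomethylated probes passed in CC9 spretus, 6 in CC9 dunni and 24 in CC9 pahari. The median SD over the 3 arrays of a hypermethylated probe was 1.75 in CC9 mus, 0.72 in CC9 spretus, 0.56 in CC9 dunni and 0.40 in CC9 pahari.

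**Figure D3:**
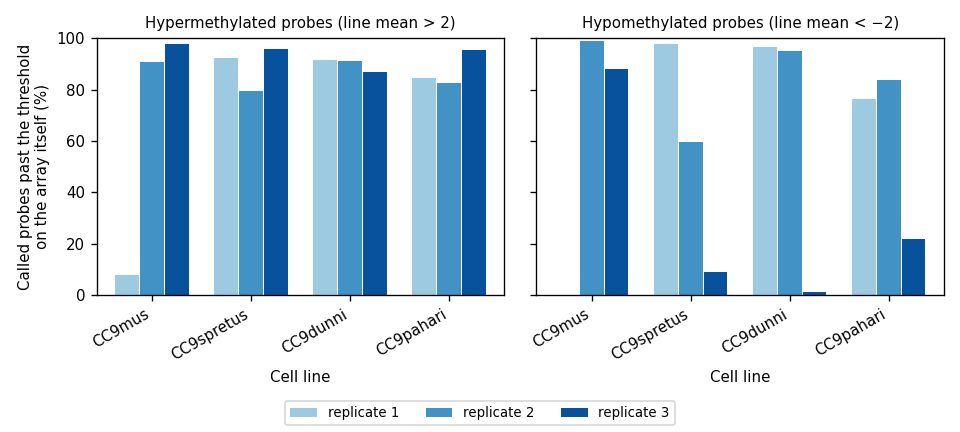
Percentage of the probes called by the mean of a line that passed the same threshold on each single array (y axis, %; x axis, line), for hypermethylated probes on the left and hypomethylated probes on the right, with 1 bar per replicate. On CC9 mus replicate 1, 7.72% of the hypermethylated and 0% of the hypomethylated probes passed.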

As the *Z*-scores reflect the relative distance of the log ratios of a probe to the Gaussian distributions of other probes with similar melting temperatures on the array, we further filtered the data using *Z*-scores >+5 or<−5 as cutoffs.

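The melting temperatures of the probes were not used here, so a *Z*-score was computed from the line means, with all probes as the reference. For each line, the median of the line means was subtracted from the line mean of a probe, and the result was divided by the median absolute deviation, scaled to a normal distribution. With a *Z*-score above 5 added to the log2 threshold of 2, 0 hypermethylated loci were called in CC9 mus, 325 in CC9 spretus, 440 in CC9 dunni and 279 in CC9 pahari. Of these, 8 were specific to CC9 spretus, 100 to CC9 dunni and 12 to CC9 pahari. With a *Z*-score beyond 5 in the negative direction, 0 hypomethylated loci were called in each of the 4 lines. The *Z*-score divides by the spread of the line, so the same log2 ratio gives a smaller score in a line with a wider spread.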

### *α*-KG quantification

*α*-KG was quantified using the *α*-Ketoglutarate Assay Kit (Sigma-Aldrich), according to the manufacturer’s instructions. In all, 2×10^6^ cells were homogenised in *α*-KG buffer, the samples were mixed with a coupled enzyme, and the resulting fluorometric product measured using a FLUOstar Optima plate reader (BMG Labtech, Mornington, VIC, Australia) at Ex/Em=544/590 nm. The amount of *α*-KG per sample in nmol (Ay) was determined from the *α*-KG standard curve using the equation: Ay=(corrected absorbance−(*y*−intercept)/slope). All experimental samples were run as replicates and all samples and standards measured in duplicate. Results are expressed as fold change in *α*-KG levels compared to untreated cells of each line.

### MDH2 assay

MDH2 activity was determined following the manufacturer’s protocol (Abcam, 119693). Cells were lysed in extraction buffer, 50 *μ*g of protein were bound to antibody capture plates, enzyme activity buffer containing a reagent dye was added and absorbance at 450 nm was recorded every 30 s for 30 min on a FLUOStar Optima plate reader (BMG Labtech). Enzyme activity was calculated by: *U*=(*r*_A_×*V*_cuvette_)/(*l*×*ξ*×*V*_sample_×*ρ*), where *r*_A_=rate of absorbance change; *V*_cuvette_=volume of the solution; *l*=optical path length; *ξ*=extinction coefficient; *V*_sample_=volume sample; *ρ*=mass concentration of material. The extinction coefficient of the reagent dye was 37/mM/cm. Results are expressed as fold change in MDH2 activity compared to untreated cells of each line.

### Fluidigm array and analysis

Pre-amplification was performed on cDNA samples, as described in the Gene Expression Preamp with Fluidigm Preamp MasterMix (Fluidigm, San Francisco, CA, USA) and Taqman Assays Quick Reference PN 68000133 RevC protocol. In all, 96 Taqman assays were selected, as listed in Supplementary Table S8, and pooled with C1 DNA suspension buffer to produce a final concentration for each assay of 180 nM. A volume of 1.25 *μ*l of each cDNA sample and a non-template control underwent pre-amplification for 14 cycles with 3.75 *μ*l of pooled assays and Taqman PreAmp Master Mix (Life Technologies), according to the manufacturer’s instructions.

Assays and samples were combined in a 96.96 Dynamic array Integrated Fluidic Circuit (IFC) plate, according to the Fluidigm 96.96 Real-Time PCR Workflow Quick Reference PN 6800088 protocol. Using the IFC controller HX, 5 *μ*l of each pre-amplified sample was loaded as duplicates into each sample inlet and 5 *μ*l of each Taqman assay (10×) was loaded into the assay inlet of the plate. Gene expression was performed according to the Biomark GE 96.96 Standard v2 Protocol. Data were exported using the Fluidigm Real-Time PCR analysis software (v4.1.1). Differentially expressed genes were analysed using the HTqPCR package (version 1.26). The normalisation of ‘deltaCt’ and the Limma method were used.

### Genomic data sets

The accession numbers for the MeDIP array data sets reported in this paper are deposited as NCBI GEO: GSE94918 (http://www.ncbi.nlm.nih.gov/geo/). The mtDNA next-generation sequencing data are deposited at GenBank (https://www.ncbi.nlm.nih.gov/genbank/). The respective accession numbers are KY018919 (*M. musculus*), KY018920 (*M. dunni*), KY018921 (*M. spretus*) and KY038052 (*M. pahari*).

## Additional infomation

**Publisher’s note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Figures and Tables

**Figure 1:**
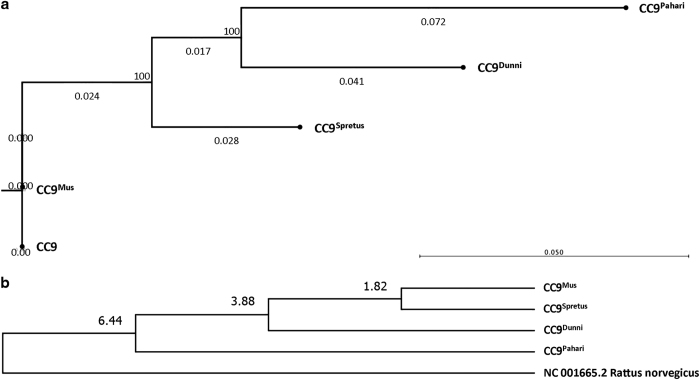
The phylogenetic relationship between the divergent mtDNA ES cell lines. (**a**) Phylogenetic clustering of mtDNA haplotypes from CC9^mus^, CC9^spretus^, CC9^pahari^ and CC9^dunni^ whole mitochondrial genome sequences. A Maximum Likelihood phylogenetic tree was constructed with the GTR model and Neighbor-Joining method with 1000 bootstrap replicates. Bootstrap values are expressed as a percentage; (**b**) Molecular Phylogenetic analysis by the Maximum Likelihood method. Time of divergence was estimated using the RelTime method. The estimated divergence time for *M. musculus* and *M. spretus* was 1.82 Mya; *M. musculus* and *M. dunni* was 3.88 Mya; and *M. musculus* and *M. pahari* was 6.44 Mya.

**Figure 2:**
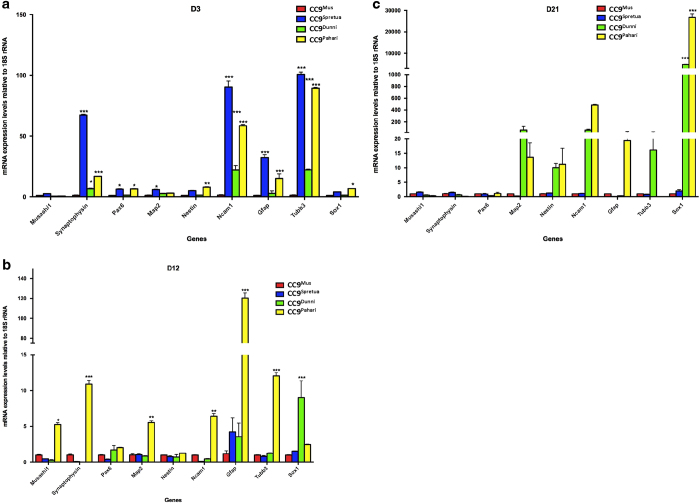
Gene expression during neural differentiation of divergent mtDNA ES lines. CC9^mus^, CC9^spretus^, CC9^dunni^ and CC9^pahari^ ES cells were induced to differentiate into neural lineages over 21 days and were assessed at days 3 (**a**), 12 (**b**) and 21 (**c**) for expression of *Musashi1*, *Synaptophysin*, *Pax6*, *Map2*, *Nestin*, *NCAM1*, *Gfap*, *Tubb3* and *Sox1* by real-time PCR. *P<0.05; **P<0.01; ***P<0.001.

**Figure 3:**
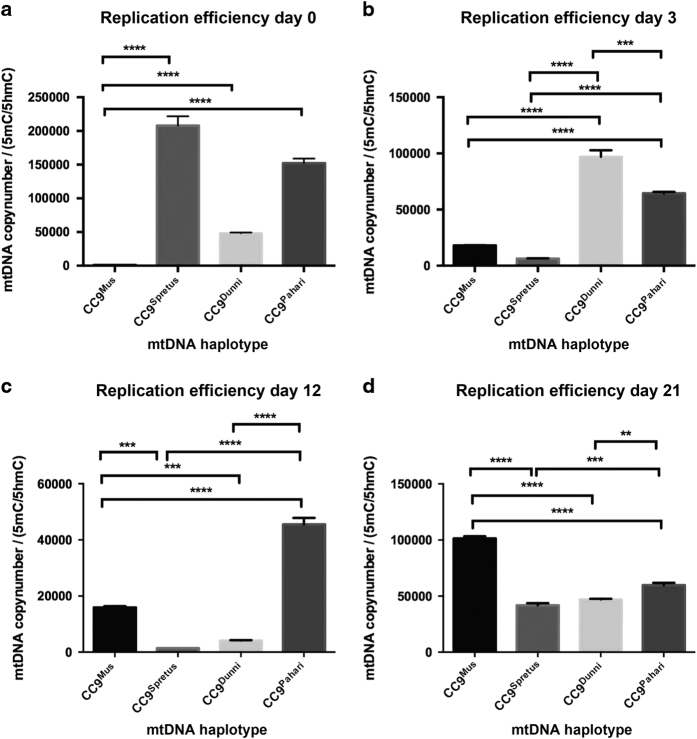
Replicative efficiency of divergent mtDNA ES lines. CC9^mus^, CC9^spretus^, CC9^dunni^ and CC9^pahari^ ES cells were induced to differentiate into neural lineages over 21 days and were assessed at days 0 (**a**), 3 (**b**), 12 (**c**) and 21 (**d**) of differentiation for mtDNA copy number and ratios of 5mC and 5hmC. MtDNA copy number was assessed by real-time PCR. Levels of enrichment for 5mC and 5hmC were assessed by MeDIP using antibodies against 5mC and 5hmC, and real-time PCR across exon 2 of PolgA. The data are expressed as a ratio of mtDNA copy against 5mC/5hmC, where 5mC and 5hmC are indicative of DNA methylation and DNA demethylation, respectively. **P<0.01; ***P<0.001; ****P<0.0001.

**Figure 4:**
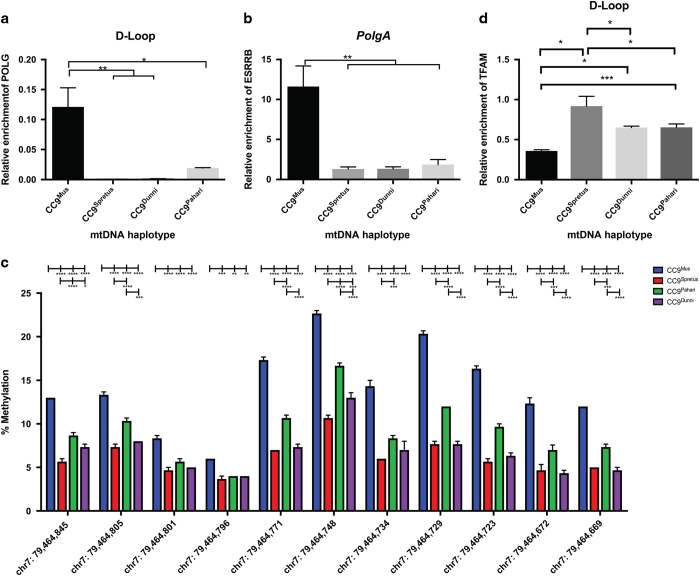
The levels of enrichment for POLGA, ESRRB and TFAM and DNA methylation at exon 2 of *PolgA*. (**a**) Levels of enrichment for *PolgA* in the O_H_ in the D-loop region of the mitochondrial genome following ChIP using antibodies specific to POLGA and real-time PCR across the O_H_ region; (**b**) levels of enrichment for ESRRB within the CpG island of *PolgA* as determined by ChIP using an anti-ESRRB antibody and real-time PCR across the region of interest in *PolgA*. (**c**) % Methylation of *PolgA* at exon 2 for CC9^mus^, CC9^spretus^, CC9^pahari^ and CC9^dunni^ cells. Pyrosequencing was performed for 11 CpGs found on mouse *PolgA* exon 2 (chr7: 79 464 669–79 464 845). Primers were designed using the mouse reference sequence from UCSC Genome Browser Dec. 2011 (GRCm38/mm10) Assembly. (**d**) Levels of enrichment for TFAM in the D-loop region of the mitochondrial genome following ChIP using an anti-TFAM antibody and real-time PCR. Data are expressed as mean±S.E.M. Statistical analysis was performed using two-way ANOVA followed by Tukey’s multiple comparisons test. *P<0.05; **P<0.01; ***P<0.001; ****P<0.0001.

**Figure 5:**
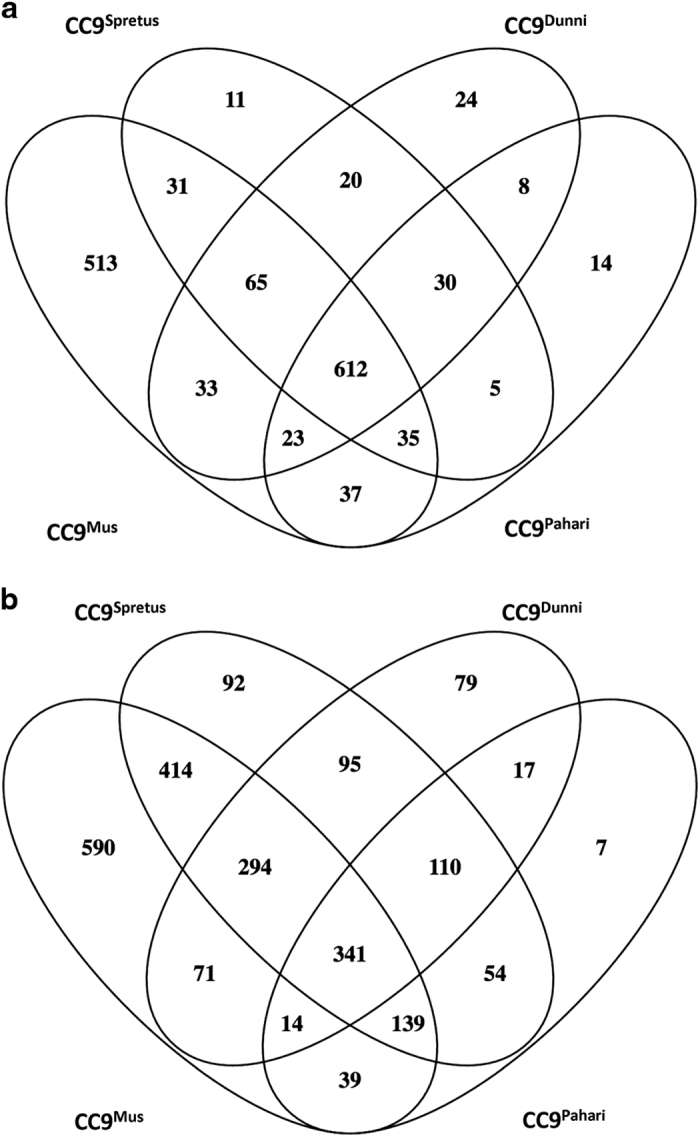
Analysis of hyper- and hypomethylated genes for each of the divergent mtDNA ES cell lines. The methylation status for each of the lines was determined by MeDIP array using an antibody to 5mC, and data were collected using the Agilent CytoGenomics Analytic software (v2.9). (**a**) Hypermethylated genes; (**b**) hypomethylated genes.

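Counted by line, 3343 loci held a hypermethylated probe in CC9 mus, 1444 in CC9 spretus, 1560 in CC9 dunni and 1555 in CC9 pahari. A hypomethylated probe was found in 2190 loci in CC9 mus, 851 in CC9 spretus, 492 in CC9 dunni and 109 in CC9 pahari. In all 4 lines, 1091 loci were hypermethylated and 5 hypomethylated. With normexp background correction in place of that of the scanner software, CC9 mus had 793 hypermethylated loci and CC9 spretus 810, so that CC9 mus no longer had the most. Where all 3 arrays had to pass, CC9 mus had 265 hypermethylated loci and CC9 dunni had 1188.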

**Figure 6:**
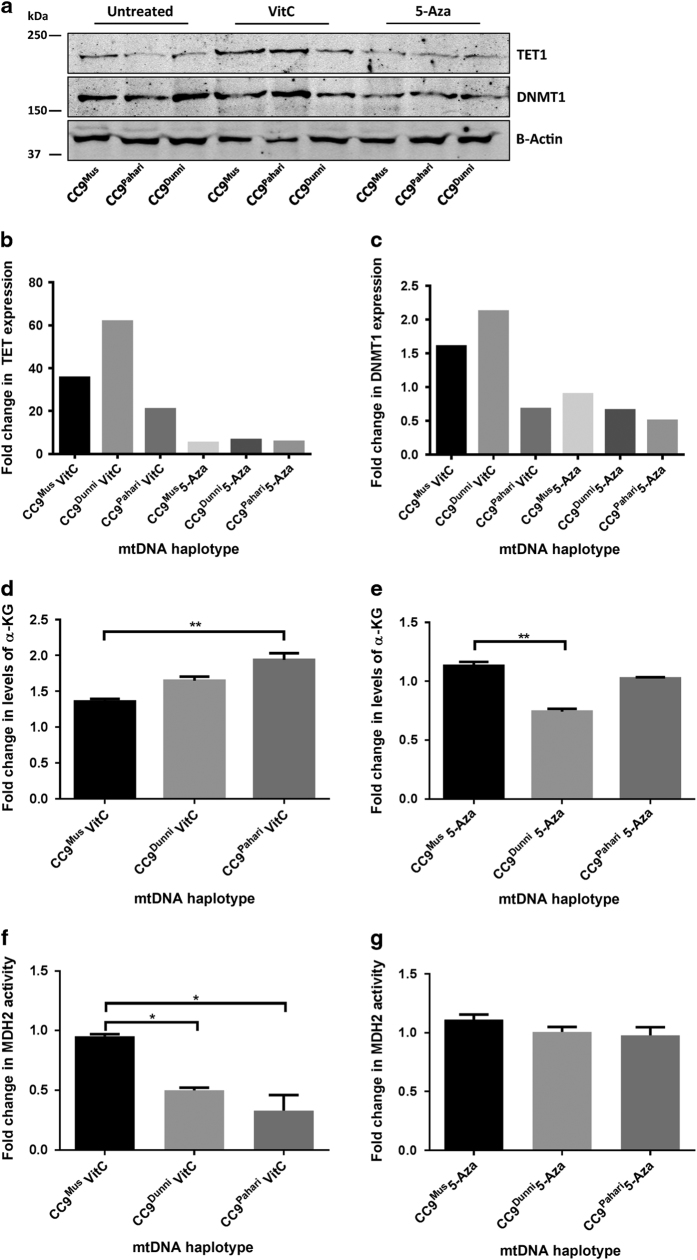
VitC increases TET1 expression and modulates *α*-KG levels and MDH2 activity. (**a**) CC9^mus^, CC9^dunni^ and CC9^pahari^ ES cells were treated with VitC and 5-Aza, and TET1 and DNMT1 protein levels were measured by western blot. Actin protein levels were used to confirm equivalent loading and the precision plus all blue protein marker (Biorad, Gladesville, NSW, Australia) was used used to determine protein size. TET1 (**b**) and DNMT1 (**c**) expression was normalised to actin and expressed as the fold change in expression compared to vehicle-treated cells. *α*-KG levels increased as a result of VitC treatment (**d**) but not 5-Aza (**e**) whilst MDH2 activity decreased as a result of VitC treatment (**f**) but 5-Aza had no effect (**g**) when compared to non-treated cells from the same line with values represented as fold change to non-treated cells. *P<0.05; **P<0.01.

**Figure 7:**
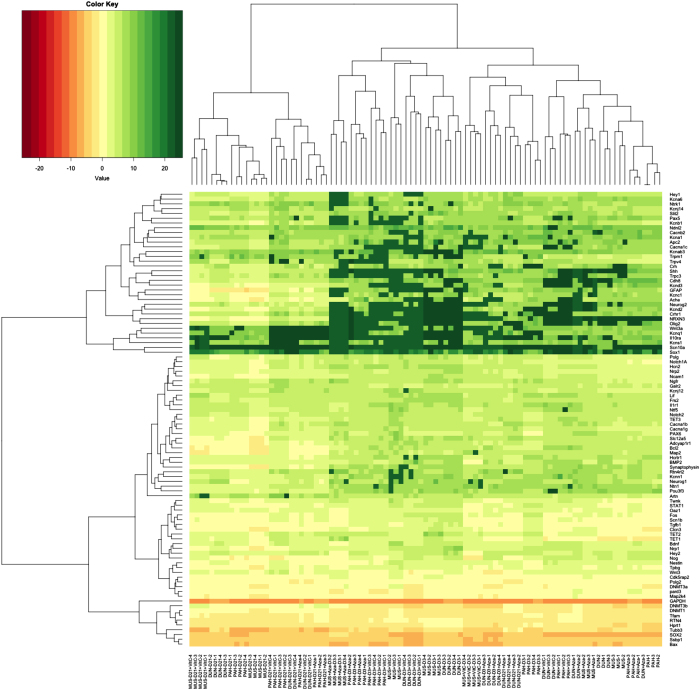
Heatmap of gene expression profiles across divergent mtDNA ES lines. CC9^mus^, CC9^dunni^ and CC9^pahari^ ES cells, both untreated and post DNA demethylation treatment (VitC and 5-Aza), were induced to differentiate into neural lineages over 21 days and the differentiation status was compared at days 0, 3 and 21. *n*=3 for all undifferentiated samples and 4 for all differentiated samples. Samples were clustered in columns and gene targets were clustered in rows with the euclidean distance clustering method. The heatmap was plotted based on the Ct values normalised to the Ct value of the housekeeping gene 18S rRNA. The plot was generated using the HTqPCR package.

# Supplementary material for: Mitochondrial DNA haplotypes induce differential patterns of DNA methylation that result in differential chromosomal gene expression patterns
**Source:** Cell Death Discov. 2017 Sep 11;3:17062–. doi: 10.1038/cddiscovery.2017.62
**Supplement:** Supplementary Information

**Supplementary Information**

**Title: Mitochondrial DNA haplotypes induce differential patterns of DNA methylation that result in differential chromosomal gene expression patterns.**

**Authors: William Lee ^1,2^*, Xin Sun ^1,2^*, Te-Sha Tsai ^1,2^*, Jacqueline Johnson ^1,2^*, Jodee A. Gould^3^, Daniel J Garama^2,4^, Daniel J. Gough ^2,4^, Matthew McKenzie ^1,2^, Ian Trounce ^5^, and Justin C. St. John ^1,2^.**

**

**

**

**

*These authors all contributed equally to this work.

**Materials and Methods**

**Mouse Embryonic Stem (ES) cell culture and differentiation**

*Mus musculus* mtDNA (CC9^mus^), *Mus spretus* (CC9^spretus^), *Mus terricolor* (CC9^dunni^) and *Mus pahari* (CC9^pahari^) cells were cultured on feeder cells composed of mitomycin C-treated embryonic fibroblasts. All cell lines were cultured in ES cell media consisting of DMEM, 15% FBS, 2mM GlutaMax, 1% MEM nonessential amino acids, 0.5% penicillin-streptomycin, 0.1mM β-mercaptoethanol (all from ThermoFisher Scientific, Waltham, MA, USA) and 1000U/ml of ESGRO Leukemia inhibitory factor (LIF) (Merck Millipore, Bayswater, VIC, Australia) under conditions of 37°C and 5% CO_2_. Cells were transferred to feeder-free conditions prior to experimental use and differentiation.

For differentiation, undifferentiated ES cells, both untreated and post-treatment, were dissociated and plated onto 0.1% gelatin-coated tissue culture plates at a density of 1.5 - 2 × 10^4^/cm^2^ in ES cell, no LIF, media. After 1 day, media was changed to N2B27 medium, comprising DMEM/F12 supplemented with 2% B27, 1% N2 (all from ThermoFisher Scientific) and 10ng/ml bFGF (Merck Millipore). Medium was renewed every 2 days. At day 7, the cultures were dissociated using Accutase (Sigma-Aldrich) and plated out at 5 x 10^4^/ cm^2^ on an ornithine/laminin substrate in Neurobasal media with 2% B27 (both from ThermoFisher Scientific) and 10ng/ml BDNF (Merck Millipore). Medium was changed every three days and cells were differentiated for 21 days.

**Next generation sequencing of mitochondrial genomes**

Next generation sequencing of whole mitochondrial genomes was performed on amplified long PCR products. Each reaction consisted of 50 ng total DNA, 1x High Fidelity PCR buffer, 100 mM MgSO4, 1 mM dNTPs (Bioline, London, UK), 1U of Platinum Taq High Fidelity (Invitrogen, Carlsbad, CA, USA) and 10μM each of the forward and reverse primer (A forward CCGTGCTACCTAAACACCTTATC and A reverse CGTCCGTACCATCATCCAATTA; B forward CCCTTCATCCTTCTCTCCCTAT and B reverse GTGGGATCCCTTGAGTTACTTC). Reaction conditions were 94°C for 2:00, 94°C for 0:15, 57°C for 0:30, 68°C for 10:00 (34 cycles), 68°C for 10:00, held at 4°C. PCR products were purified using QIAquick PCR Purification Kit (Qiagen), according to the manufacturer’s protocol. Purified amplicon pairs generated from long PCR were combined at equal concentrations, prior to generation of the libraries. Amplicon libraries were generated using the recommended workflow procedures from the Ion Fragment Library Kit and Ion Xpress™ Template kit using 318 chips and run on an Ion Torrent PGM (all ThermoFisher Scientific).

**Phylogenetic analysis**

CLC Genomics Workbench was used to perform model testing to identify the best model for the Maximum Likelihood phylogenetic tree construction. Four different statistical analyses were used: hierarchical likelihood ratio test, Bayesian information criterion, Minimum theoretical information criterion and Minimum corrected theoretical information criterion. The models tested were Jukes-Cantor, Felsenstein 81, Kimura 80, HKY and GTR (also known as the REV model). The model deemed the best by most statistical tests was GTR ^1, 2^. A Maximum Likelihood tree was created with 1000 bootstrap replicates to show the relationship between the different mtDNA haplotypes.

**Evolutionary analyses**

Evolutionary analyses were conducted in MEGA6 ^3^. The complete mtDNA sequences of *Rattus norvegicus* (NC_001662.2), *Mus musculus* (KY018919)*, Mus Dunni* (KY018920)*, Mus spretus* (KY018921) *and Mus pahari* (KY038052) were aligned using ClustalW followed by model testing to determine the best model for phylogenetic tree construction. The General Time Reversible model ^1^ had the lowest BIC scores (Bayesian Information Criterion), and was therefore selected ^2^. The Maximum Likelihood phylogenetic tree was constructed by applying the Neighbor-Joining method to a matrix of pairwise distances estimated using the Maximum Composite Likelihood (MCL) approach. A discrete Gamma distribution was used to model evolutionary rate differences amongst sites (5 categories (+G, parameter = 0.3734)). The tree was drawn to scale, with branch lengths measured by the number of substitutions per site. The tree was supported by 1000 bootstrap replicates. Estimation of divergence time was performed using the RelTime method ^4^. Calibration constraints were based on the *Rattus norvegicus* and *Mus musculus* split of 8-12 Mya ^5^.

**Pyro-sequencing of exon 2 of POLGA**

All pyrosequencing assays were designed using the PyroMark Assay Design Software (Version 2.0.1, Qiagen). Briefly, a 200 bp reference sequence was entered into the software to design primers covering the target CpG sites. DNA samples were converted using the Epitect Bisulphite Conversion Kit (Qiagen). 500 ng of genomic DNA was converted overnight in a total volume of 140 µL, according to the manufacturer’s instructions. Converted DNA was isolated on columns and stored at -20° C.

The assay region containing the CpG target sites was amplified by PCR using a biotin labelled, HPLC purified primer (MousePolG1_RB: TTCCCTCTACCAAACAAACCT) and a standard sequencing grade primer (MousePolG1_F: GGGGGTAATTTGGATTAGTATTTT). All PCR amplifications were performed with the PyroMark PCR Kit (Qiagen). Amplification reactions consisted of 12.5 µL PyroMark Mastermix, 2.5 µL Coral Load, 1 µL each of 5 µM forward and reverse primers, 2 µL of bisulphite converted DNA template and 6 µL of ddH_2_O. Thermocycling conditions consisted of 15 minutes at 95 °C, followed by 45 cycles of 30 seconds at 95 °C, 30 seconds at 56 °C and 30 seconds at 72 °C and a final extension step of 10 minutes at 72 °C. All amplicons were visualised on 2% agarose gels to confirm quality and determine concentration.

PCR products were then bound to Streptavidin Sepharose High Performance beads (GE Healthcare Life Sciences, Parramatta, NSW, Australia). The immobilized PCR products were denatured and washed using proprietary solutions (Qiagen) on the Pyrosequencing Vacuum Prep Tool (Qiagen) to isolate single stranded DNA. The beads were transferred to an optically clear, 24 well sequencing plate in 0.3 µM of pyrosequencing primer (MousePolG1_S1: GTAATTTGGATTAGTATTTT; MousePolG1_S2: TTATTGGAGGTTTAATTGTTT; MousePolG1_S4: GGGTTTTGGTGTT). Primer annealing to the single-stranded template was performed by heating to 80 °C followed by cooling to room temperature. Pyrosequencing was performed on a PyroMark 24 Pyrosequencing System (Qiagen), as per the manufacturer’s instructions. Data were analysed on the PyroMark Q24 software to determine the % methylation values for each CpG site in the sample.

**Immunoprecipitation of methylated DNA**

Immunoprecipitation of methylated DNA (MeDIP) was performed, as previously described ^6, 7^. Briefly, 3 μg of the sonicated DNA, which ranged between 200 to 1000 bp in size, was denatured at 95°C for 10 minutes and immunoprecipitated with 2 μg of either 5-methylcytosine (5mC; Active Motif, USA) or 5-hydroxymethylcytosine (5hmC; Active Motif) with 20 μl of Protein G Dynabeads (ThermoFisher Scientific) in 500 μl of IP buffer (10mM Na-phosphate, pH 7.0, 140mM NaCl, 0.05% Triton X-100) at 4°C overnight. Samples were washed three times with 700 μl IP buffer and DNA was eluted using 250 μl of Proteinase K digestion buffer (5mM Tris, 1mM EDTA, pH8.0, 0.05% SDS) with 7 μl of 10mg/ml Proteinase K (Qiagen) at 50°C for 3 hours. The immunoprecipitated DNA was then purified using the Qiagen PCR Purification Kit (Qiagen).

**Chromatin immunoprecipitation**

Chromatin immunoprecipitation (ChIP) was performed, as previously described ^8^. Briefly, cells were freshly collected and cross-linked with 1% formaldehyde (Sigma-Aldrich) for 10 min and quenched with 125 mM glycine (Sigma-Aldrich) for 5 min. Cross-linked cells were lysed with SDS lysis buffer (50 mM Tris–HCl (pH 8), 10 mM EDTA, and 1 % SDS) on ice for 15 min and sonicated to fragment chromatin to an average size of 200 to 800 bp. Chromatin from 1 x 10^6^ cells was immunoprecipitated with Protein G Dynabeads and anti-POLGA antibody (G-6, Santa Cruz Biotechnology, Inc., CA, USA), or anti-TFAM antibody (Santa Cruz Biotechnology, Inc.), or anti-ESRRB antibody (H6705, R&D Systems, MN, USA) in ChIP dilution buffer (0.01% SDS, 1.1% Triton X­100, 1.2 mM EDTA, 16.7 mM Tris–HCl ((pH 8.1)), and 167 mM NaCl). Immunoprecipitated samples were washed twice in low salt washing buffer (20 mM Tris–HCl ((pH 8.1)), 2 mM EDTA, 150 mM NaCl, 0.1% SDS, and 1% Triton X­100); high salt washing buffer (20 mM Tris–HCl (pH 8.1), 2 mM EDTA, 500 mM, 0.1% SDS, and 1% Triton X­100); and TE buffer (10 mM Tris–HCl (pH 8) and 1 mM EDTA). The samples were then eluted and reverse cross-linked by incubating in elution buffer (0.1 M NaHCO3 and 1% SDS) with 200 mM NaCl and 10 μl of Proteinase K at 65°C for 16 h. Pull-down samples were purified using the QIAquick PCR Purification Kit (Qiagen). Enrichment relative to the corresponding input sample (%) was analysed using qPCR with primers listed in Table S7.

**Supplementary Data**

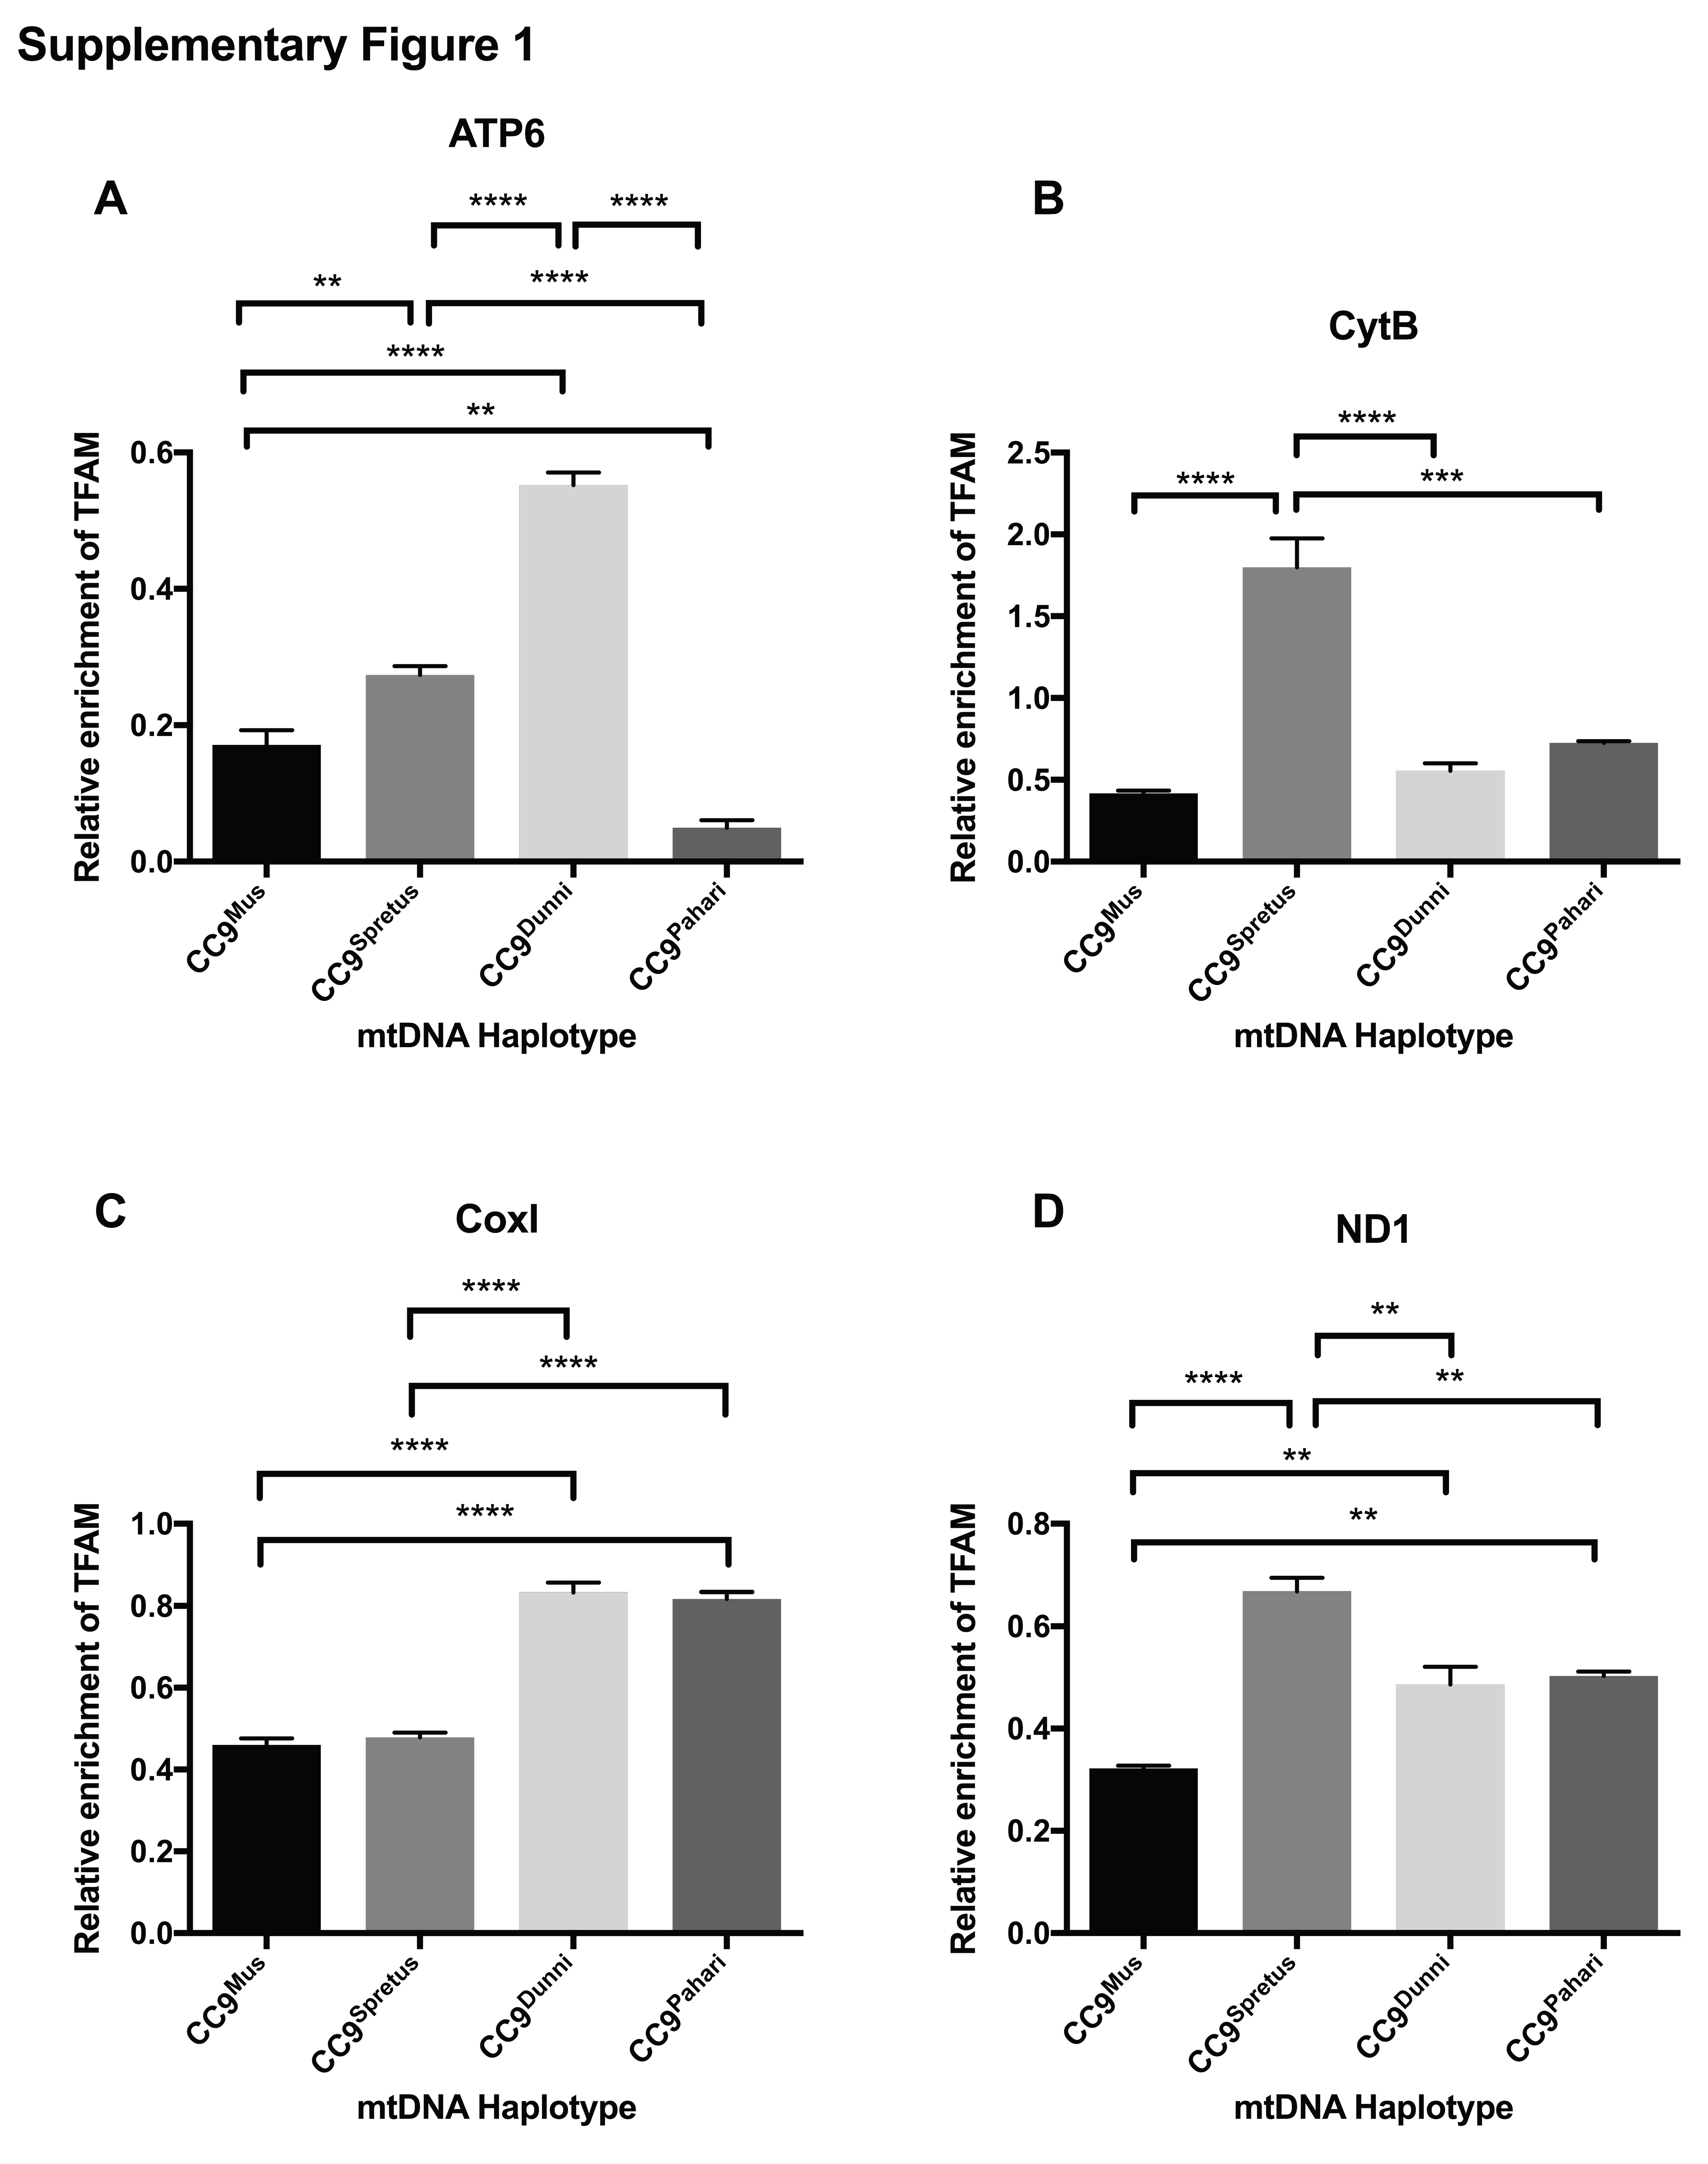

**Figure S1: Levels of enrichment for TFAM within the coding and non-coding regions of the mitochondrial genome for the divergent ES cell lines.** Levels of enrichment for TFAM were determined by ChIP using an anti-TFAM antibody and real time PCR across A) *Atp6*; B) *Cytb*; C) *CoxI*; and D) *Nd1*. * = P<0.05; ** = P<0.01; *** = P<0.001: **** = P<0.0001.

**Table S2. Comparisons of amino acids that are unique to the mitochondrial genomes of each of the divergent mtDNA cell lines.**

|  | **CC9^mus^** | **CC9^dunni^** | **CC9^spretus^** | **CC9^pahari^** |
| --- | --- | --- | --- | --- |
| **NADH1** | S157N, I175L, T261M | L165F, L176I, L251M, N258S, Y317H | V11L, F19Y, I39V, M57I, H93Y, I175V | I4V, L46F, M68I, V87I, T167N, L251I, T261L, A263T, M318V |
| **NADH2** | P151S, I213A | A7T, F11S, M27L, S36N, I41V, I45M, T57M, G92S, M156T, L157M, T160M, M206A, M225L, T242M, I244T, N310S, T315I, T320I, M332I, L343M | F11L, M85V | A7M, V18I, T24S, V75I, T83M, G92H, L95I, M97L, T98A, S103C, F113H, P147N, M156I, T160I, M164T, I210L, A218M, I230L, A239I, M271V, M278I, A279T, L281M, M284I, M304L, M313L, M314Y, T315L, P322L, L324F, M325T, F326L, S327P, T328L, A330T |
| **COXI** | Y403F | M483A | None | T177S, T408M, S486T, A488S, Y510F |
| **COXII** | None | None | M21T | M75L |
| **ATPase8** | S53L | P34T, T43M, V47T | S41L | T32N, S41A, T44I |
| **ATPase6** | I50V | N183S | None | M14V, A22T, K35E, T69A, T115L |
| **COXIII** | I168M, V248I | L45I, I51V, I168L | N38S | I40T, T41I, I175V |
| **NADH3** | I5T, T89I | I11T, T16A, S85T, | None | Y4F, I7M, F8V, I9T, I11S, T16I, V20I, S85N, M88T, T89A, A103M, T107M |
| **NADH4L** | M37V | T4V, S13A, T47I | T4A, T47A, V81I | S3Y, F6L, S13I, S45A, S55N, T62I |
| **NADH4** | F6L, V100I, I171V, T188A, I449T | L9F, N51T, N54I, N88S, N89L, V90I, I107T, L176F, M177T, F181L, T183A, V351I, T382A, M383I, I398M, L444I | S19N, T37V, T40S, I104A, T185A, F380Y, M459I | S19Q, T25M, T37I, L39F, N48S, K50I, S57F, N88K, N89S, V90T, A112S, T173S, T182S, T183S, H184N, T185P, T188Y, S240G, I248V, D251N, K255E, M310S, F380L, M396I, I398V, L434M |
| **NADH5** | I69V, I82T, L214M, N272F, V302I, N476S, I479V, P606L | L16I, H29Y, T38M, L49I, H56Y, N57S, I69M, E75K, K77T, I82L, T268A, N271S, N361S, I477V, M513T, A516T, K540M, L544P, T561V, ins608W | I45L, M71V, I211L, N272Y, F485L, N514S, M589L, S590T, I596T | I3V, L9I, L10S, L14M, I19M, L20A, M23A, S24I, N25Y, L26P, H29N, I30S, T36A, T38S, I45F, L49M, N57Y, F182L, M193I, L198F, F203L, N205D, N207S, D208del, N209del, L210del, V261I, T268S, L283I, M319I, A351G, T363M, V374I, K434N, S442T, M451I, F463M, F485Y, T489M, M509T, A516I, Y519F, S520T, S521P, L525Q, F528Y, S531L, I536M, M539K, L544H, K547N, T548M, T551N, L553M, T561L, L569I, M573F, T575K, L576M, T577L, I593V, N605S |
| **NADH6** | V102L, Y104C, V115I | G90S, I97V, V105M, N107G, Y108N, Y109N, V131I | V7I, F101V, G119A | V7A, S10L, V14T, L87M, L89F, I97L, F101L, V105L, L106F, G113E, N116D, D118E, G119S, V128I |
| **CYTB** | I39V, M102L, F238I | L192M | A23T, F238L | I232A, T241I, I323T, I327L, I334V |

**Table S5. Fold change in gene expression in undifferentiated and differentiating CC9 cells harbouring *Mus musculus*, *pahari* and *dunni* mtDNA following initial culture with VitC.** Arrows indicate up and down regulation, respectively.

| **VitC** | **No. of genes** | **CC9^mus^**  **Day 0** | **CC9^mus^**  **Day 3** | **CC9^mus^ Day 21** | **CC9^pahari^**  **Day 0** | **CC9^pahari^ Day 3** | **CC9^pahari^**  **Day 21** | **CC9^dunni^**  **Day 0** | **CC9^dunni^ Day 3** | **CC9^dunni^ Day 21** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Regulators of DNA methylation** | 6 | 6🡻 | 6🡹 | 6🡻 | 6🡻 | 5🡹  1🡻 | 5🡻 | - | 5🡹 | 2🡹  4🡻 |
| **mtDNA transcription and replication factors** | 5 | 5🡻 | 5🡹 | 5🡻 | 4🡻 | 3🡹 | 2 🡻 | 2🡻 | 4🡹 | 3🡹  2🡻 |
| **Neurogenesis** | 31 | 1🡹  26🡻 | 13🡹  1🡻 | 29🡻 | 4🡹  23🡻 | 12🡹  7🡻 | 6🡹  21🡻 | 3🡹  8🡻 | 12🡹  2🡻 | 9🡹  9🡻 |
| **Neuronal differentiation** | 16 | 12🡻 | 8🡹  3🡻 | 14🡻 | 12🡻 | 7🡹  8🡻 | 15🡻 | 2🡹  3🡻 | 5🡹  2🡻 | 5🡹  6🡻 |
| **Endpoint neuronal**  **differentiation** | 3 | 2🡻 | 2 🡹 | 3🡻 | 2🡻 | 1🡹  1🡻 | 3🡻 | - | - | 2🡻 |
| **Neuronal ion channel** | 24 | 2🡹  16🡻 | 10🡹  2🡻 | 16🡻 | 1🡹  17🡻 | 4🡹  10🡻 | 20🡻 | 1🡹  5🡻 | 8🡹  1🡻 | 4🡹  11🡻 |
| **Neuronal signal transduction** | 7 | 2🡹  3🡻 | 6🡹  1🡻 | 7🡻 | 2🡹  4🡻 | 2🡹  5🡻 | 1🡹  5🡻 | 2🡹 | 2🡹  4🡻 | 1🡹  5🡻 |

**Table S6. Fold change in gene expression in undifferentiated and differentiating CC9 cells harbouring *Mus musculus*, *pahari* and *dunni* mtDNA following initial culture with 5-Aza.** Arrows indicate up and down regulation, respectively.

| **5-Aza** | **No. of genes** | **CC9^mus^**  **Day 0** | **CC9^mus^**  **Day 3** | **CC9^mus^ Day 21** | **CC9^pahari^**  **Day 0** | **CC9^pahari^ Day 3** | **CC9^pahari^ Day 21** | **CC9^dunni^**  **Day 0** | **CC9^dunni^ Day 3** | **CC9^dunni^ Day 21** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Regulators of DNA methylation** | 6 | 6 🡻 | 2🡹  3🡻 | Na | 6 🡻 | 3🡹  1🡻 | 6🡻 | - | 5🡹 | 2🡹  3🡻 |
| **mtDNA transcription and replication factors** | 5 | 5 🡻 | 2🡹 | Na | 4 🡻 | 4 🡹 | 5🡻 | - | 5🡹 | 2🡹  2🡻 |
| **Neurogenesis** | 31 | 4🡹  12🡻 | 18🡹  4🡻 | Na | 1🡹  15🡻 | 15🡹  5🡻 | 2 🡹  24🡻 | 3 🡹  4 🡻 | 17 🡹 | 4 🡹  21🡻 |
| **Neuronal**  **Differentiation** | 16 | 6🡻 | 7🡹  3🡻 | Na | 3🡹  11🡻 | 5🡹  7🡻 | 1🡹  13🡻 | 1🡻 | 12🡹  1🡻 | 3🡹  8🡻 |
| **Endpoint neuronal**  **differentiation** | 3 | - | - | Na | 2 🡻 | 1🡻 | 3🡻 | - | 1🡹 | 3🡻 |
| **Neuronal ion channel** | 24 | 3 🡹  11🡻 | 5🡹  5🡻 | Na | 2🡹  10🡻 | 5🡹  5 🡻 | 18🡻 | 2🡻 | 8🡹 | 2🡹  19🡻 |
| **Neuronal signal transduction** | 7 | 1🡹  4 🡻 | 3🡹  3🡻 | Na | 2🡹  3🡻 | 2🡹  4🡻 | 6🡻 | 1🡻 | 4🡹  1🡻 | 1🡹  6🡻 |

**Table S7. Primer pairs for real time PCR, ChIP and pyrosequencing.**

| **Gene region** | **Sequence** | **Size (bp)** | **Tm (**°C**)** |
| --- | --- | --- | --- |
| **mtDNA copy number** | | | |
| *ActB* | F: CCCTACAGTGCTGTGGGTTT  R: GAGACATGCAAGGAGTGCAA | 205 | 57 |
| *tRNA/Cox1* | F: CAGTCTAATGCTTACTCAGC  R: GGGCAGTTACGATAACATTG | 273 | 56 |
| **Neuronal gene expression** | | | |
| *Pax6* | F: GAGAGGACCCATTATCCAGATG  R: CCATTTGGCCCTTCGATTAGA | 56 | 108 |
| Sox1 | F: GGCCGAGTGGAAGGTCAT  R: ACTTGTAATCCGGGTGTTCCT | 56 | 101 |
| *Tubb3* | F: TGAGGCCTCCTCTCACAAGT  R: GGCCTGAATAGGTGTCCAAA | 56 | 105 |
| *Ncam* | F: TTCCTGTGTCAAGTGGCAGGAGAT  R: AGATCTTCACGTTGACAGTGGCCT | 60 | 229 |
| *Nestin* | F: CTACCAGGAGCGCGTGGC  R: TCCACAGCCAGCTGGAACTT | 60 | 219 |
| *Musashi* | F: CACGGTGGAAGATGTGAAACA  R: TCGCTCTCAAACGTGACAAATC | 56 | 120 |
| *Map2* | F: AAAGGCCCGCGTAGATCAC  R: GGGATTCGAGCAGGTTGATG | 57 | 122 |
| *Synaptophysin* | F: TGCAGAACAAGTACCGAGAG  R: CTGTCTCCTTAAACACGAACC | 56 | 297 |
| *rRNA18S* | F: GTAACCCGTTGAACCCCATT  R: CCATCCAATCGGTAGTAGCG | 56 | 151 |
| **TFAM ChIP** | | | |
| D-loop | F: CTCAACATAGCCGTCAAGGC  R: ACCAAACCTTTGTGTTTATGGG | 435 | 57 |
| *CytB* | F: ACCCGCCCCATCCAACATTT  R: GGGATGGCTGATAGGAGGTT | 339 | 60 |
| *Cox1* | F: GCCCACCACATATTCACAGTAGG  R: GGCGAAGTGGGCTTTTGCTC | 381 | 60 |
| *Atp6* | F: ACTTCCTTCCACAAGGAACTCC  R: TGGTAGCTGTTGGTGGGCTAAT | 192 | 58 |
| *Nd1* | F: ACGAGCCGTAGCCCAAACAA  R: GGGCCGGCTGCGTATTCTAC | 258 | 57 |
| **POLG ChIP** | | | |
| D-loop-O_H_ | F: CGGGTCTAATCAGCCCATGA  R: TGAGTAGCATTTATGTCTAACAAGC | 205 | 57 |
| **EsRRB ChIP** | | | |
| *Polg* | F: TTCTGTTACGCCTCCAACAA  R: GGGTTAGGGCCACTCGAC | 273 | 56 |
| **Pyrosequencing (*denotes single strand primers)** | | | |
| MousePolG1_Rbiotin  MousePolG1_F | TTCCCTCTACCAAACAAACCT  GGGGGTAATTTGGATTAGTATTTT | 285 | 56 |
| MousePolG1_S1* | GTAATTTGGATTAGTATTTT | 74 | 80 |
| MousePolG1_S2* | TTATTGGAGGTTTAATTGTTT | 80 | 80 |
| MousePolG1_S4* | GGGTTTTGGTGTT | 69 | 80 |

**Table S8. Taqman assays used for the Fluidigm Array.**

**References**

1. Yang Z. Estimating the pattern of nucleotide substitution. *J Mol Evol* 1994, **39**(1)**:** 105-111.

2. Nei M, Kumar, S. . *Molecular Evolution and Phylogenetics*. Oxford University Press: New York, 2000.

3. Tamura K, Stecher G, Peterson D, Filipski A, Kumar S. MEGA6: Molecular Evolutionary Genetics Analysis version 6.0. *Mol Biol Evol* 2013, **30**(12)**:** 2725-2729.

4. Tamura K, Battistuzzi FU, Billing-Ross P, Murillo O, Filipski A, Kumar S. Estimating divergence times in large molecular phylogenies. *Proc Natl Acad Sci U S A* 2012, **109**(47)**:** 19333-19338.

5. Catzeflis FM, Aguilar JP, Jaeger JJ. Muroid rodents: Phylogeny and evolution. *Trends Ecol Evol* 1992, **7**(4)**:** 122-126.

6. Lee W, Johnson J, Gough DJ, Donoghue J, Cagnone GLM, Vaghjiani V*, et al.* Mitochondrial DNA copy number is regulated by DNA Methylation and demethylation of POLGA in stem and cancer cells and their differentiated progeny. *Cell Death and Disease* 2015, **6**(e1664).

7. Lee WTY, Cain JE, Cuddihy A, Johnson J, Dickinson A, Yeung KY*, et al.* Mitochondrial DNA plasticity is an essential inducer of tumorigenesis. *Cell Death Discovery* 2016(2)**:** 16016.

8. Kelly RD, Rodda AE, Dickinson A, Mahmud A, Nefzger CM, Lee W*, et al.* Mitochondrial DNA haplotypes define gene expression patterns in pluripotent and differentiating embryonic stem cells. *Stem Cells* 2013, **31**(4)**:** 703-716.

How the deposited data were processed for this re-analysis (not part of the article)

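DNA methylation was measured in 12 samples, 3 replicates of each of the ES cell lines CC9 mus, CC9 spretus, CC9 dunni and CC9 pahari, on Agilent 2-colour mouse CpG island arrays. DNA enriched by MeDIP with an antibody to 5mC (IP) was labelled with Cy5 and input DNA with Cy3. The label of each sample gave its line and replicate. The authors scanned the arrays and processed them with Agilent Feature Extraction 11.0.1.1. The processed signals that the authors deposited are in units of intensity, after background subtraction, spatial detrending and a linear dye normalisation, and signals not above their error are replaced by a small positive value. The deposited ratios are the log10 of IP over input, 1 value per probe and array, not centred and not averaged over replicates. The table of the whole series was checked against the file of each array and held the same log10 ratios (largest difference 0). The later steps of the authors, in Agilent CytoGenomics and SPSS, were not repeated.

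From the processed intensities, log2(IP/input) was computed for the 88737 probes. Spots that the scanner software had marked as outliers were treated as missing, and each array was centred on its median. Probe positions were on mouse build mm9, as stated by the array files, and 416 probes had none. The gene annotation at hand was on another build and was not used with these positions, and the files do not pair probes with gene names. Results were therefore counted by probe and by locus in place of gene, a locus being a run of probes with gaps of at most 1000 bp. This grouping was set after the array files were read. For the same reason, the gene lists of the paper and their overlap, gene families, imprinted genes, genes named in the paper and functional annotation were not analysed here.

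A probe was called in a line if the mean log2 ratio of the 3 arrays was above 2 or below −2, the threshold in the paper's methods, and a locus if at least 1 of its probes was called. A locus was specific to a line if it was called in that direction in no other line. The *Z*-score of the paper uses the melting temperature of each probe. It was replaced by a score of the line mean with all probes as the reference, tried as an alternative only. Differences between lines were tested in limma 3.58.1 (R 4.3.3) with lmFit and eBayes on 4 line means over the 12 arrays, with 8 residual degrees of freedom, and a Benjamini-Hochberg adjusted p under 0.05 over all probes. Of the 7 contrasts, 4 compared a line with the mean of the other 3, and 3 compared a divergent line with CC9 mus. The separation of the lines was the mean Euclidean distance per probe between arrays of different lines over that between arrays of the same line, tested over all assignments of the arrays to 4 groups of 3. The distance of a line was the mean distance from its arrays to the 9 others minus that among arrays of different lines within those 9. It was tested over 220 choices of 3 arrays with Benjamini-Hochberg adjustment over the 4 lines. In each choice, pairs among the rest counted if their arrays came from different lines. The input signal of each chromosome was the median over its probes of the centred log2 Cy3 signal minus the mean of the probe over the 12 arrays, and a shift of more than 0.2 was named. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

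The rule for naming probes was set in advance as the 3 largest rises and the 3 largest falls for each line against the other 3, among probes with an adjusted p under 0.05 whose 3 arrays all lay beyond the 9 others, with 1 probe per locus. Probe names are printed for at most 2 rises and 2 falls.

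For arrays, the signal over background takes the place of depth. The IP signal was well above background for 75.2% to 98.6% of probes and the input signal for 92.4% to 99.8%. The median IP spot signal above local background was 266.5 on CC9 mus replicate 1, 30.0 on replicate 2 and 89.5 on replicate 3, and 39.0 to 119.0 on the other arrays. With 3 arrays per line, the number of arrays limits the precision.

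Alternatives set before the data were examined were ratios that were not centred, normexp background correction (offset 50) on median spot and background signals, the deposited ratios, arrays scaled to an equal median absolute deviation (called equal spread here), probes with a dim input left out, the *Z*-score, the threshold on every array, the mean over the probes of a locus, each array left out in turn, blocks for the replicate number and the slide, and a difference of at least 2 on the log2 scale beside the adjusted p. normexp was fitted to all spots, controls included, and used median signals since the files hold no mean signal. Added after the data were examined were gaps of 500 and 2000 bp between the probes of a locus, the scan period as a block with and without equal spread, and leaving out arrays for distances and for the input signal. The limma fit was tested on simulated data. Of 200 probes given a log2 change of 4 in 1 line, 93% were recovered among 87808 probes for that line against the mean of the others, with 9 false calls. For the 3 contrasts of a divergent line with CC9 mus, 83% to 84% were recovered, with 8 to 18 false calls, and 0 probes were called where no change had been put in. The simulated noise for limma was normal and independent, with the same SD on every array for each probe and no effect of scan period or slide. It thus does not test the fit under the unequal spread and the scan periods of the real arrays. The threshold calls recovered 400 of 400 changed loci. Their simulated changes lay far past the threshold and the noise far below it, so this checks the counting only.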

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

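In this part, the tests by position on the chromosome and in the Cy5 channel, and the test of the share of loci specific to CC9 mus on chromosome 6, were set before their results were seen. The test of the scan day on the other autosomes, the number of specific loci on other chromosomes, the point at which chromosome 6 was split, its comparison with the signal of a gained copy, the comparison of chromosome 8 with each single line, and the runs without single arrays were chosen after the result was seen.

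The paper does not analyse the input DNA by itself. On chromosome 6 the input signal was higher in CC9 mus than in the other lines by 0.39 on the log2 scale over 4040 probes (exact permutation test over 220 choices of 3 arrays, two-sided, p = 0.0045, the smallest p it allows, Benjamini-Hochberg adjusted p = 0.0280 over chromosomes and lines). The 3 CC9 mus arrays lay between 0.28 and 0.33 and the 9 others between −0.14 and −0.07. With each array left out in turn the shift stayed between 0.38 and 0.40. On the 17 autosomes other than 6 and 8, the shift in CC9 mus ranged from −0.05 to 0.11. Of these 17, 9 had the same adjusted p of 0.0280 with shifts of 0.05 to 0.11, so the size of the shift, not its p, sets chromosome 6 apart. Only part of the chromosome was shifted. In the first of 4 parts with equal numbers of probes the shift was 0.0016, and in the others it was 0.48, 0.56 and 0.54, with all 3 CC9 mus arrays beyond the 9 others. The split that best parted the probes lay between 55402486 and 56518661 (mm9). Past it, the signal was 0.46 ± 0.03 (SD, n = 3) in CC9 mus and −0.13 ± 0.03 (SD, n = 9) in the other lines, a difference of 0.59. The log2 of 3 copies over 2 is 0.58. An effect on the Cy3 channel alone was excluded, since the Cy5 signal of the chromosome was higher by 0.27 with all 3 arrays beyond the 9 others. An effect of the scan day was excluded as the source of this step, although all CC9 mus arrays were scanned on a day without other lines. It would not be limited to a part of 1 chromosome, and the highest shift on the other 17 autosomes was 0.11. Whether it added to the small shifts on these was not tested. The ratio of IP over input differed by −0.11, with overlapping arrays. An effect on one region of the chromosome fits the value of 0.0016 in the first part, so a shift of the whole chromosome alike was not found. A candidate explanation is a gain of the distal part of chromosome 6 in the cultured CC9 mus cells. It is a hypothesis from the same data. A direct effect of the copy number of chromosome 6 was excluded as the source of most hypermethylated loci specific to CC9 mus, since 1656 of the 1725 lie on other chromosomes. For those of chromosome 6 itself it stays open. There, 10.1% of the loci were specific to CC9 mus, against 11.9% elsewhere (Fisher's exact test, two-sided, p = 0.181), but a gained copy raises IP and input alike, so this share cannot show it.

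On chromosome 8 the input signal was higher in CC9 pahari than in the other lines by 0.30 over 4989 probes (exact permutation test, two-sided, p = 0.0045, the smallest p it allows, adjusted p = 0.0280). The 3 CC9 pahari arrays lay between 0.20 and 0.30 and the 9 others between −0.19 and 0.13. With each array left out in turn the shift was 0.27 to 0.33. On the other 17 autosomes it ranged from −0.09 to 0.02 in CC9 pahari. All 4 parts of the chromosome were shifted, by 0.26 to 0.37, and the arrays of CC9 pahari overlapped with others in the parts toward its end. An effect confined to 1 part would leave the others unshifted, yet the lowest shift was 0.26. In the parts toward the start of the chromosome, with shifts of 0.37 and 0.31, all 3 CC9 pahari arrays lay beyond the 9 others. These values argue against an effect confined to 1 of the 4 parts. The Cy5 signal was higher in each part, by 0.19 to 0.30, but only in the first part without overlap. An effect on a region larger than 1 part stays open, since arrays overlapped toward the end. An effect on the Cy3 channel alone was excluded by the Cy5 signal, which was higher by 0.23 with all 3 arrays beyond the 9 others. The CC9 pahari arrays were scanned on days with other lines, in both scan periods. The other lines were not alike on this chromosome. The arrays of CC9 spretus lay between 0.06 and 0.13, those of CC9 dunni between −0.16 and −0.10 and those of CC9 mus between −0.19 and −0.15, so that CC9 pahari was higher than CC9 spretus by 0.14, than CC9 dunni by 0.36 and than CC9 mus by 0.41. A candidate explanation is a copy number of chromosome 8 that differs between the lines in part of the cells, as a hypothesis, since all 3 differences were below the 0.58 of a copy gained in every cell. Whether CC9 pahari gained or other lines lost copies was not tested. In CC9 mus the same chromosome was lower by a shift of −0.25 (exact permutation test, p = 0.0318), which did not pass the adjustment (adjusted p = 0.134).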

How the results depend on the processing

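In this part, the fits with the scan period as a block, the gaps of 500 and 2000 bp, and the runs without single arrays for distances and for the input signal were chosen after the data were seen. The causes of the changes below were not tested, except where the construction of a setting gives them.

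The counts of loci called, of loci specific to a line and of probes called had values under most settings that differed from the reported ones by more than 1.5 times for some line. Gaps of 500 or 2000 bp between the probes of a locus left all 16 counts of loci within 1.5 times. Leaving out probes with a dim input left 32 of 33 results on the same side and moved 1, the hypomethylated loci specific to CC9 spretus, to 220. Without centring, 24 of 29 results were the same. The others were hypomethylated loci in CC9 dunni (828) and CC9 pahari (266), those specific to CC9 pahari (60), and limma calls for CC9 spretus against the other lines (2) and CC9 dunni against CC9 mus (1). With the deposited ratios, 27 of 33 were the same. Hypomethylated loci numbered 827 in CC9 dunni and 267 in CC9 pahari, with 60 specific to CC9 pahari. limma called 3 probes for CC9 spretus against the others and 1 for CC9 dunni against CC9 mus. The excess of CC9 mus in probes below −2 on an array, 7435.44, passed an unadjusted 0.05 only (exact permutation test, p = 0.0455, adjusted p = 0.0848 over 4 measures).

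With normexp, hypermethylated loci numbered 793 in CC9 mus, 810 in CC9 spretus, 694 in CC9 dunni and 690 in CC9 pahari, and hypomethylated loci 717, 23, 4 and 0. Of these, 188, 45, 19 and 24 hypermethylated and 694, 1, 0 and 0 hypomethylated loci were specific to the line. Called probes fell to 3892. limma called 24 probes for CC9 mus against the others, 70.8% of them higher against 60.5% as reported, 4 for CC9 spretus against the others and 5 for CC9 spretus against CC9 mus. The excess of CC9 mus was 0.38 in median absolute deviation (exact permutation test, p = 0.0273) and 3331.11 in probes below −2 on an array (p = 0.0455). Both were now past an unadjusted 0.05, with an adjusted p of 0.0727 over the 4 measures. The excess in SD was 0.32 (exact permutation test, p = 0.0545). In probes above 2 it fell to 1761.67 from 5737.89 (exact permutation test, p = 0.25 against 0.05).

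With arrays of equal spread, CC9 mus had 1100 hypermethylated and 86 hypomethylated loci, 139 and 58 of them specific, and CC9 dunni had 883 hypomethylated loci. Specific to CC9 dunni were 508 hypermethylated and 533 hypomethylated loci, and to CC9 pahari 168 and 63. Called probes numbered 8585. limma called 10701 probes for CC9 mus against the others, 47.0% of them higher, and 3907 of the 4056 reported probes were among them. It called 0 for CC9 spretus, with 3991 at an unadjusted p under 0.05, 21 for CC9 dunni and 1 for CC9 pahari, and against CC9 mus 158, 8128 and 3509 for the 3 lines. The distance of CC9 mus from the other lines fell to 0.20 and no longer passed (exact permutation test, adjusted p = 0.0909), and that of CC9 dunni changed sign to 0.056 (adjusted p = 0.482). This setting makes the median absolute deviation of the arrays equal by construction, but not their tails, on which the threshold acts. The SD after scaling was 1.13, 0.92 and 1.02 on the CC9 mus arrays and 1.11 to 1.82 on the others, and it was highest on CC9 dunni replicate 3, where 10521 probes were above 2.

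With the threshold on every array, CC9 mus had 265 hypermethylated loci, and hypomethylated loci numbered 0 in CC9 mus, 27 in CC9 spretus, 2 in CC9 dunni and 5 in CC9 pahari. Specific hypermethylated loci numbered 20 in CC9 mus, 51 in CC9 spretus and 134 in CC9 dunni, specific hypomethylated loci 0, 26, 2 and 4, and called probes 4300. This setting can only lower the counts of called loci. With the mean over the probes of a locus, hypermethylated loci numbered 1369 in CC9 mus, 1034 in CC9 dunni and 924 in CC9 pahari, and hypomethylated loci 20, 3, 2 and 1 in CC9 mus, CC9 spretus, CC9 dunni and CC9 pahari. Specific were 397 hypermethylated loci in CC9 mus, 35 in CC9 dunni and 4 in CC9 pahari, and 20, 2, 1 and 0 hypomethylated loci. With the *Z*-score, hypermethylated loci numbered 0, 325, 440 and 279, and hypomethylated loci 0 in all 4 lines, so that 0 were specific in each. Specific hypermethylated loci numbered 0 in CC9 mus, 8 in CC9 spretus and 12 in CC9 pahari, and called probes 1323.

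The limma count for CC9 mus against the others was 1570 with a difference of at least 2 on the log2 scale and 7471 with the replicate number as a block, which also gave 0 for CC9 spretus against the others (2499 at an unadjusted p under 0.05) and 1046 for CC9 dunni against CC9 mus. Between arrays of equal number, after the line mean was subtracted, correlations ran from −0.38 to 0.19 for the pairs with CC9 mus and from 0.12 to 0.54 for those among the divergent lines. The numbers thus did not pair the arrays of all 4 lines, but arrays of equal number in the divergent lines did deviate together, and replicate 3 of these lines is also their later scan period. With the slide as a random block, limma called 0 for CC9 mus against the others (22441 unadjusted) and 0 for CC9 spretus (1628 unadjusted). The scan period as a block gave 0 for CC9 mus (19033 unadjusted) and 0 for CC9 spretus (2144 unadjusted) in limma. With the scan period as a block on arrays of equal spread, limma called 19028 for CC9 mus against the others, 26.1% of them higher, with 3254 of the 4056 reported probes among them, 1706 for CC9 dunni and 3 for CC9 pahari, and against CC9 mus 6978, 17281 and 12968 for CC9 spretus, CC9 dunni and CC9 pahari. Over the settings, the count for CC9 mus against the others thus ran from 0 to 19028, and with single arrays left out from 0 to 35853.

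Leaving out single arrays gave hypermethylated loci of 1966 to 5809 in CC9 mus, 1202 to 1944 in CC9 spretus, 1524 to 1646 in CC9 dunni and 1270 to 1965 in CC9 pahari, and hypomethylated loci of 631 to 5256, 205 to 2452, 217 to 2047 and 138 to 460. Specific hypermethylated loci ranged from 834 to 3956, 9 to 118, 30 to 154 and 40 to 275, specific hypomethylated loci from 495 to 4369, 99 to 1283, 77 to 1095 and 16 to 201, and called probes from 9857 to 26373. The limma counts against the mean of the others ran from 0 to 35853 in CC9 mus, 0 to 0 in CC9 spretus, 0 to 8 in CC9 dunni and 0 to 2 in CC9 pahari, and against CC9 mus from 0 to 23939 in CC9 spretus, 0 to 30168 in CC9 dunni and 0 to 28090 in CC9 pahari. For CC9 mus against the others and for each divergent line against CC9 mus, the highest counts came without CC9 mus replicate 1, where 4052 of the 4056 reported probes for CC9 mus were called. The 8 for CC9 dunni came without CC9 mus replicate 3. The separation of the lines was 1.07 to 1.34. It no longer passed without 8 of the 12 arrays, namely those of CC9 dunni and CC9 pahari and replicates 1 and 2 of CC9 spretus. The distance of CC9 mus was 0.42 to 0.72, and without any 1 of its own arrays its adjusted p was 0.0727, the smallest that 2 arrays allow. The distances of CC9 spretus, CC9 dunni and CC9 pahari were −0.23 to −0.11, −0.22 to −0.12 and −0.25 to −0.17. The input signal of chromosome 6 in CC9 mus was shifted by 0.38 to 0.40, that of chromosome 8 by −0.28 to −0.22 in CC9 mus and by 0.27 to 0.33 in CC9 pahari.

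At the 4 probes named for CC9 mus and the probe named for CC9 spretus, the sign of the difference was the same under every alternative that was run, while the adjusted p was above 0.05 for all 5 with the scan period as a block. The gene lists of the paper and imprinted genes were not run. The share of probes with an IP signal well above background, lowest at 75.2% on CC9 mus replicate 2, limits the ratios of dim probes, which can be far below 0 where the IP signal is replaced by a small value.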

Differences from the paper's values

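The paper's count of probes is 8351, and the count of probes past the threshold in at least 1 line here was 13520. The paper's methods also filter by a *Z*-score, which the counts in this part leave out unless it is named. The values compared thus do not come from the same rule. Among the alternatives set before the data were examined, the count was within 1.5 times the paper's with arrays of equal spread (8585), with probes of a dim input left out (12227), without CC9 mus replicate 2 (11053) and without CC9 mus replicate 3 (9857). It was not with ratios that were not centred (14044), normexp (3892), the deposited ratios (14014), the *Z*-score (1323) or the threshold on every array (4300), nor without CC9 mus replicate 1 (26373) or any 1 array of the divergent lines (13135 to 15041). The paper's count of loci is 4243 and that here was 6340, which is 1.49 times as many and so just within 1.5 times of it, although a locus here is a run of neighbouring probes, which need not be the unit that the paper counted. Of the alternatives set before the data were examined, the count of loci was also within 1.5 times with arrays of equal spread (4070), with probes of a dim input left out (5962), without CC9 mus replicate 2 (4792) or 3 (5061), without CC9 spretus replicate 1 (6143) and without CC9 dunni replicate 1 (6239) or 2 (6237). It was not with ratios that were not centred (6815), normexp (1784), the deposited ratios (6796), the *Z*-score (464), the threshold on every array (1423) or the mean over the probes of a locus (1560), nor without CC9 mus replicate 1 (10325), CC9 spretus replicate 2 (6577) or 3 (7137), CC9 dunni replicate 3 (7143) or any 1 array of CC9 pahari (6474 to 6487).

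Among the divergent lines, the paper has the most specific hypermethylated genes in CC9 dunni, then CC9 pahari, then CC9 spretus. Here the order by locus was CC9 pahari (109), CC9 dunni (79) and CC9 spretus (20). Of the alternatives set before the data were examined, 6 gave the order of the paper. With ratios that were not centred, CC9 dunni had 89, CC9 pahari 79 and CC9 spretus 28, and with the deposited ratios 93, 77 and 26. With arrays of equal spread the counts were 508, 168 and 30, with the threshold on every array 134, 90 and 51, with the *Z*-score 100, 12 and 8, and without CC9 dunni replicate 3 they were 119, 109 and 31.

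The paper has CC9 mus as the most distinctive line. By specific loci, this was also the order of the reported values here, with 1725 hypermethylated and 1719 hypomethylated loci in CC9 mus. It held for both kinds in 5 of the 8 other settings set before the data were examined, namely ratios that were not centred (1237 and 2346), normexp (188 and 694), the deposited ratios (1195 and 2359), probes of a dim input left out (1598 and 1727) and the mean over the probes of a locus (397 and 20), and in 10 of the 12 runs with 1 array left out. With arrays of equal spread (the same median absolute deviation, which leaves CC9 dunni replicate 3 the widest by SD at 1.82), CC9 dunni had more specific loci of both kinds (508 and 533) than CC9 mus (139 and 58). With the threshold on every array, CC9 mus had fewer specific hypermethylated loci (20) than CC9 spretus (51), CC9 dunni (134) and CC9 pahari (90), and fewer specific hypomethylated loci (0) than CC9 spretus (26), CC9 dunni (2) and CC9 pahari (4). With the *Z*-score computed here, CC9 mus had 0 specific loci. This score is not that of the paper, and it divides by the spread of the line, so it does not test the paper's order. Hypomethylated loci specific to CC9 mus were also fewer than those of CC9 spretus without CC9 mus replicate 2 (495 against 549) and without CC9 spretus replicate 3 (1239 against 1283).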

Other observations

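In this part, the counts over other splits of the arrays were set before their results were seen. All other tests, on CC9 mus replicate 1, on replicate 3 of the divergent lines, on the scan day and scan period, and on chromosome 1 of CC9 spretus, were chosen after the result was seen, and so were the values of the X chromosome.

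The limma counts were compared with those of other splits of the 12 arrays into 4 groups of 3, of which 100 were drawn, the real one included. For CC9 mus against the other lines, 2 of the 100 splits gave at least the 4056 probes of the real one, so chance can be excluded for this comparison taken by itself. Counting the largest of the 4 groups in each split, 9 of the 100 reached that number, the real one included, so chance cannot be excluded for some line reaching it. In 8 of the 99 other splits, some group had 12307 to 16976 probes, and in all 8 that group held CC9 mus replicates 2 and 3 and an array of another line in place of CC9 mus replicate 1. Not every such group gave many probes, since others made in the same way had counts of 0, 2 or 29. In the groups with many probes, the added array was replicate 3 of CC9 pahari or CC9 spretus, from the later scan period like CC9 mus. The group with 16976 probes was the exception, with CC9 spretus replicate 1 from the earlier period. In the groups with 0, 2 or 29 probes, the added array was always from the earlier period. A high count thus mostly went with a shared scan period. In a split that kept the 3 CC9 mus arrays together, their group had 0 probes. The count thus also depended on how the other 9 arrays were grouped. Chance cannot be excluded for the 1 probe of CC9 spretus against the other lines, which 7 of the 100 splits matched. For CC9 dunni and CC9 pahari against the other lines and for each divergent line against CC9 mus, where limma called 0 probes (4308, 2863, 15143, 20788 and 18400 at an unadjusted p under 0.05), 100 of the 100 splits gave as many. Every split reaches a count of 0, so this says nothing about chance.

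CC9 mus replicate 1 had the narrowest log2 ratios, with an SD of 0.53 against 1.85 and 2.01 on the other 2 CC9 mus arrays. A mislabelled sample from one of the other lines was excluded, since the input signal of chromosome 6 past the split point was 0.44 on this array and at most −0.10 on the arrays of the other lines. A dim Cy5 signal was excluded as well, since 98.6% of its probes had an IP signal well above background, the highest of the 12 arrays. DNA without enrichment in the IP fraction could narrow the ratios and stays open. The slope against the mean of the divergent lines was 1.82 times as steep at the high end as at the low end, inside the range of 0.56 to 2.35 of the other arrays, so the test does not decide. The amount of IP DNA per array is given as a range in the sample labels and was not tested. No biological explanation was tested.

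Replicate 3 of the divergent lines stood apart from replicates 1 and 2. Among their 9 arrays the distance ratio was 1.34 by scan period (exact permutation test, p = 0.0119, the smallest p it allows) and 1.03 by line (p = 0.282). In limma, 20016 probes differed between the later and the earlier arrays, 14521 of them higher in the later ones, and 1 of the 27 ways to pick 1 array per line gave as many, the real one, so chance can be excluded. The later period holds replicate 3 of each of these lines and no other of their arrays, so the ratio of 1.34 says only that these arrays lie apart. Whether the scan period or another feature of replicate 3, such as labelling, hybridisation or cell culture, was the source cannot be told apart. For CC9 pahari replicate 3, a mislabelled sample from another line was excluded, since its input signal on chromosome 8 was 0.30 and the highest of the other lines 0.13. A swap of CC9 spretus and CC9 dunni replicate 3 was excluded as well, since CC9 spretus replicate 3 was higher by 0.27 on chromosome 8, the direction of replicates 1 and 2 of these lines. With the scan period in the model, limma found 183 probes with any difference among the 3 divergent lines, and 2 of 100 groupings gave as many, the real one included. These groupings were drawn over all 9 arrays and not within a scan period. They thus need not have the balance of the real lines over the periods, so this test does not decide on chance. Replicates 1 and 2 of CC9 dunni shared a slide, and so did those of CC9 pahari, so for these arrays the slide cannot be told apart from the line. On the X chromosome, the input signal of replicate 3 was lower than the mean of replicates 1 and 2, with differences of −0.21 in CC9 spretus, −0.30 in CC9 dunni and −0.18 in CC9 pahari, and the Cy5 signal with −0.16, −0.40 and −0.14. These differences were not tested.

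CC9 mus stood apart from the other lines by the distance between arrays, although on unscaled arrays CC9 mus replicate 1 lay nearer to the 9 arrays of the other lines (0.86 to 1.10) than to the other 2 CC9 mus arrays (1.47 and 1.73). The scan day cannot be told apart from the line, since 0 arrays of other lines were scanned on the day of the CC9 mus arrays. With the scan period as a block, 21.4% of probes had an unadjusted p under 0.05 for CC9 mus against the others, against the 5% given by chance and 28.9% without the block. The scan period alone may be an incomplete account at this share, but whether it was the source cannot be told apart with 3 arrays of the other lines in the later period. Within that period limma called 0 probes between CC9 mus and replicate 3 of the other lines, with 7688 at an unadjusted p under 0.05, and 10 of the 10 splits of these 6 arrays gave as many, as any split must for a count of 0, so this says nothing about chance. On arrays of equal spread limma also called 0 probes within that period, with 22768 at an unadjusted p under 0.05. With the scan period as a block on arrays of equal spread, limma called 19028 probes for CC9 mus against the others, where the block without that scaling gave 0 (19033 unadjusted), so the count under the block depends on the scaling of the arrays. The mtDNA haplotype, the other changes between the cell lines and the scan day all stay open.

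On chromosome 1 the input signal of CC9 spretus replicate 2 was 0.27, against 0.03 and 0.05 on replicates 1 and 3 and −0.07 to 0.02 on the other lines. The mean of replicates 1 and 3 was 0.041, too close to the other lines to say whether the shift was on 1 array alone. No biological explanation was tested.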
